# ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation

**DOI:** 10.1038/s41419-022-05099-8

**Published:** 2022-07-27

**Authors:** Yue Zhu, Weiwei Liu, Zishu Wang, Yanfei Wang, Chaisheng Tan, Zhipeng Pan, Anqi Wang, Jiatao Liu, Guoping Sun

**Keywords:** Liver cancer, Oncogenes, Tumour angiogenesis

## Abstract

Endoplasmic reticulum (ER) stress is widely involved in the drug resistance of hepatocellular carcinoma (HCC), but the mechanism of ER stress-induced drug resistance involves multiple signaling pathways that cannot be fully explained. Exploring genes associated with ER stress could yield a novel therapeutic target for ER stress-induced drug resistance. By analyzing RNA-sequencing, ATAC-sequencing, and Chip-sequencing data of Tunicamycin (TM)-treated or untreated HCC cells, we found that Rho guanine nucleotide exchange factor 2 (ARHGEF2) is upregulated in HCC cells with ER stress. ARHGEF2 plays an active role in tumor malignant progression. Notwithstanding, no research has been done on the link between ER stress and ARHGEF2. The function of ARHGEF2 as a novel downstream effector of ER stress in the angiogenesis and treatment resistance of HCC was revealed in this work. ARHGEF2 overexpression was linked to malignant development and a poor prognosis in HCC. ER stress stimulates the expression of ARHGEF2 through upregulation of ZNF263. Elevated ARHGEF2 accelerates HCC angiogenesis via the EDN1 pathway, enhances HCC cell proliferation and tumor growth both in vitro and in vivo, and contributes to ER stress-related treatment resistance. HCC cell growth was more inhibited when ARHGEF2 knockdown was paired with targeted medicines. Collectively, we uncovered a previously hidden mechanism where ARHGEF2/EDN1 pathway promotes angiogenesis and participates in ER stress-related drug resistance in HCC.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most prevailing malignant tumors in the world [1]. Despite the continued development of targeted and immunotherapeutic drugs in recent years, HCC has the third-highest death rate, at 8.3 percent, according to the global cancer statistics of 2020 [2]. Molecularly targeted agents, such as Lenvatinib, occupy the first-line position in the treatment of advanced, unresectable HCC, representing a significant breakthrough in the therapy of HCC. Despite the fact that although the median overall survival of Lenvatinib has been increased to 13.6 months [3], its long-term survival still does not satisfy the majority of patients, and there is drug resistance to the targeted therapy exists [4–6].

The link between HCC and endoplasmic reticulum (ER) stress is the focus of our research group. In response to ER stress, the unfolded protein response (UPR) is activated and can protect tumor cells by repairing damaged proteins or degrading misfolded proteins, as well as promote tumor invasion and metastasis in multiple ways [7–9]. Angiogenesis is the essential route by which ER stress promotes tumor progression. Angiogenesis is necessary for tumor survival, which leads to hematogenous metastasis and drug tolerance [10]. Angiogenesis boosted survival and decreased apoptosis of tumor cells, not only owing to the delivery of oxygen and nutrients but also relying on the paracrine release of anti-apoptotic substances from the endothelial cells in these new vessels [11]. Hence, inhibition of tumor cell proliferation and apoptosis resistance via the angiogenesis pathway can be considered [12]. Despite the fact that previous studies have demonstrated that ER stress contributes to angiogenesis in a variety of cancers [8, 13, 14], the mechanism by which ER stress induces angiogenesis leads to apoptosis resistance cannot be fully explained at this time.

Notably, ARHGEF2 is a member of the RhoGEF family of guanine nucleotide exchange factors. ARHGEF2 has been proven to have specific RhoA exchange activity by increasing the guanosine triphosphate (GTP) -binding form of RhoA [15], thereby regulating the cytoskeleton, morphology, and promotion of cell proliferation [15–17]. Early studies identified ARHGEF2 as a RhoA-activating enzyme, despite the fact that ARHGEF2 has since been shown to play a crucial role in the invasion and metastasis of a variety of cancers [18–21]. However, the involvement of ARHGEF2 in tumor angiogenesis is uncertain up to now. The link between ARHGEF2 related pathways and ER stress in HCC remains unspecified.

In the current study, we analyzed the RNA-sequencing, ATAC-sequencing, and Chip-sequencing data and discovered that ER-stressed HCC cells had a significant increase in ARHGEF2. Further experiments showed that ARHGEF2 was highly expressed in liver cancer and was associated with malignant progression and poor prognosis. ER stress up-regulated ARHGEF2 via the transcription factor ZNF263. Elevated ARHGEF2 accelerates angiogenesis by modulating mRNA and the protein expression levels of EDN1, promoting HCC cell proliferation and tumor formation both in vitro and in vivo. More importantly, ARHGEF2 participates in ER stress-related targeted drugs resistance. We concluded that ARHGEF2 was a novel target for antiangiogenic therapy in HCC and that inhibition of ARHGEF2 could reverse apoptosis resistance associated with ER stress.

## Materials and methods

### Immunohistochemistry (IHC)

A tissue microarray of human liver cancer and adjacent tissue was obtained from the First Affiliated Hospital of Anhui Medical University. The experiment was approved by the Ethics Committee. All clinical specimens were obtained from patients with written informed consent. IHC analysis staining was performed as previously described [7]. The antibodies in this study are shown in the Supplementary Table 1. The staining intensity was divided into 0–3 points, and the cell-positive rate was divided into 0–9 points (e.g., zero represents a 0–10% positive rate, and nine represents a 90–100% positive rate). We identified that the final IHC score of cancer tissue or adjacent tissue was the product of the scores of these two indicators [22]. Furthermore, we identified that an IHC score ≥10 was high expression, and an IHC score < 10 was low expression based on the median expression.

### Cell culture

The HepG2, MHCC97H, Hep3B and Huh7 cell lines were purchased from the Chinese Academy of Sciences (Shanghai, China) and validated for authentication using the short tandem repeat (STR) method. The HEK293T cells were from the American Type Culture Collection (Manassas, VA, USA). The HUVECs were obtained from Bioogenetech (Shanghai, China). These cells were cultured in a basic nutrient solution consisting of high-sugar Dulbecco’s Modified Eagle Medium (DMEM) (or Roswell Park Memorial Institute [RPMI]−1640), fetal bovine serum (Gibco) (10%), and dual antibiotics (penicillin and streptomycin, 1%), and the cells were placed in an incubator at 37 °C and 5% CO_2_.

### Western blot analysis

A western blot analysis was performed [7]. The antibodies in this study are shown in the Supplementary Table 1.

### Quantitative real-time PCR (qRT-PCR)

Total RNA for the qRT-PCR was isolated using TRIzol (Invitrogen, USA). The complementary DNA (cDNA) was reverse transcribed using HiScript II Q RT SuperMix for qRT-PCR (Vazyme, Nanjing, China) according to the manufacturer’s instructions. The analysis was performed using the AceQ qPCR SYBR Green Master Mix (Vazyme, Nanjing, China). The primer sequences are shown in the Supplementary Table 2.

### siRNA and plasmid transfection

ZNF263, ARHGEF2, EDN1, RhoA, and the negative control small interfering RNA were synthesized by GenePharma Company (Shanghai, China). The ZNF263 overexpression plasmid was constructed by Genomeditech (Shanghai, China). Transfection was performed using Lipofectamine™ 2000 (Invitrogen, USA) in strict accordance with the manufacturer’s instructions. 

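The target sequences of Table S3 were placed on GENCODE 29 transcripts and GRCh38. Each is 19 nt long. The ARHGEF2 target GCCCTGTACTTGAGTTTCA occupies nucleotides 2702 to 2720 of the 4080 nt transcript ARHGEF2-202, in the coding sequence of exon 20 of 22. On chromosome 1 it lies from 155950840 to 155950858 on the minus strand, and 6 of the 11 protein-coding transcripts of the gene hold it. The EDN1 target GGGCTGAAGACATTATGGA occupies nucleotides 656 to 674 of the 2033 nt transcript EDN1-201. It is coding sequence across the junction of exons 3 and 4 of 5, so on chromosome 6 its ends, at 12294096 and 12294278, stand on either side of an intron. The RHOA target GGCAGAGATATGGCAAACA lies in exon 5 of 5 of RHOA-202, on chromosome 3 from 49360343 to 49360361. The ZNF263 target CCGTATAAATGTACCCTTT lies in exon 6 of 6 of ZNF263-201, on chromosome 16 from 3290310 to 3290328. Each of the 4 targets matched transcripts of 1 gene, and the negative control TTCTCCGAACGTGTCACGT matched 0 transcripts.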

The siRNA target sequence is described in Supplementary Table 3.

### Lentivirus infection

The lentivirus expressing short hairpin RNA (shRNA) targeting ARHGEF2 was designed and synthesized by GenePharma (Shanghai, China). The lentivirus overexpressing ARHGEF2 was designed and synthesized by Genechem (Shanghai, China). The efficiency of the lentivirus infection was validated using western blot and qRT-PCR.

### Dual-luciferase reporter assay

The ARHGEF2 promoter reporter gene vector was constructed. The predicted potential ZNF263 binding sites of the ARHGEF2 promoter were mutated. The wild-type or mutated ARHGEF2 promoter reporter vectors, pBabe or the pBabe-ZNF263 plasmid, were co-transfected into the 293 T cells and ER-stressed HepG2 cells. The dual-luciferase reporter gene assay system (Promega) was used to detect the luciferase activity.

### Conditioned medium (CM)

The HepG2 and MHCC97H cells were cultured to a 70–80% fusion and then cultured in serum-free DMEM for 24 h. The ARHGEF2 knockdown or overexpression cells were incubated under the same conditions. The culture medium was collected, centrifuged at 3000 rpm at 4 °C for 10 min, and the supernatant was retained, filtered, and stored at −80 °C.

### Chicken chorioallantoic membrane (CAM) assay

The chick embryo CAM model was established at the eighth day of age. A sterile gelatin sponge 1 mm^3^ in size soaked in prepared cell-conditioned medium was inoculated into the allantoic cavity of the specific pathogen-free (SPF) chicken embryos. After incubating them for seven days, the CAMs were cut out and harvested. The number of new blood vessels was counted.

### HUVEC tube formation assay

A total of 100 µL of Matrigel (Corning, USA) was added to a 48-well plate and incubated at 37 °C for 60 min. The HUVECs (1 × 10^4^) were seeded into wells with 300 µL prepared CM. After incubation at 37 °C for six hours, the capillary-like structures were scanned using a light microscope (Olympus), and the number of branches was analyzed using WimTube (https://www.wimasis.com).

### HUVEC transwell assay

The HUVECs were resuspended in a serum-free medium and placed in the upper chambers (3×10^4^ cells/well). The bottom chamber was filled with a medium with 10% FBS and conditioned medium (CM). After 24 h, the invasive cells were stained with crystal violet and counted. The invasion assay was the same as above, and the upper chamber was covered with 1:5 diluted Matrigel (Corning, USA).

### HUVEC wound-healing assay

The HUVECs cells were seeded into six-well plates (5 × 10^5^ cells/well), and serum-free medium was added for overnight serum starvation. The incubated cells were left to grow to 80% in an incubator at 37 °C. The wound was scratched using a 10 ul pipette tip and then cultured with CM for 24 h. Microscope images were taken at 0 h and 24 h after the scratch creation.

### Cell viability analysis

After stable transfection, the cells were seeded into 96-well plates (3 × 10^3^ cells/well). The cell proliferation rate was detected using CCK-8 solution (BestBio, Shanghai, China) after different treatments, and measure the absorbance at 450 nm.

### Colony formation assay

The stably transfected cells were seeded into six-well plates (5 × 10^2^ cells/well) and routinely cultured for 14 days, during which the fresh medium was changed until the cells formed stable colonies. After fixation with paraformaldehyde, crystal violet was used as a stain, and the cells were observed under a microscope (Olympus).

### Annexin V-FITC/PI apoptosis detection

Cells were collected in a reaction tube and prepared into a single cell suspension. After adding 5 μl of annexin V-FITC and PI (BD Biosciences, USA), light was avoided for 15 minutes. Apoptosis was detected using flow cytometry (Beckman Coulter, USA) and analyzed using CytoExpert.

### Immunofluorescence assay

Cells were fixed with 4% paraformaldehyde for 15 min. Goat serum was added on the slides for blocking for 30 min. The cells were then incubated with anti-ARHGEF2 primary antibodies overnight at 4 °C, followed by incubating with a corresponding secondary antibody. Subsequently, the cells were reacted with DAPI in the dark for 5 min. The images were observed under a laser confocal microscope (Leica).

### Animal experiment

BALB/c nude mice (4-5 weeks old, *n* = 42) were purchased from GemPharmatech Co., Ltd. (Nanjing, China). The mice were randomly assigned to groups. HepG2 cells (2 × 10^6^ cells) from the control group (shNC) and ARHGEF2 stable-knockdown group (shARHGEF2) were resuspended in 0.1 ml serum-free medium and subcutaneously injected into the right axilla of the mice. The same was true for the MHCC97H cells in the control group (Vector) and the ARHGEF2 overexpressed group (ARHGEF2). The tumor volume was determined every five days. After 20 days, the mice were euthanized, and the tumors were excised and weighed. In the lenvatinib drug experiment, mice were given lenvatinib 10 mg/kg orally from the time the tumor grew to 100 m^3^ for 21 consecutive days. The mice were euthanized, and the tumors were weighed. Investigators were blinded to the group allocation when assessing the results. The animal experiment was approved by the Animal Ethics Committee of Anhui Medical University.

### Statistical analyses

Single comparisons were performed using unpaired or paired Student’s t-tests, and multiple comparisons were performed using a one-way ANOVA with a post hoc test. GraphPad Prism 8 software (GradPad Software, Inc.) was used to evaluate the statistical significance. A *p* value <0.05 was considered to be statistically significant. Statistical significance is represented by: *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### ER stress upregulated the expression of ARHGEF2 in HCC cells

We analyzed the RNA-sequencing, ATAC-sequencing, and Chip-sequencing data of Tunicamycin (TM)-treated or untreated HepG2 cells to find the differentially expressed genes (Fig. 1A). Here, we list the five upregulated genes with TM treatment, including ARHGEF2, TRIB3, NMNAT2, HKDC1 and CREB5 (Fig. 1B). qRT-PCR analysis was performed to examine the expressions of these genes in response to TM in HepG2 cells (Fig. 1C). Then the upregulated gene, ARHGEF2, was screened (Fig. 1D). The immunofluorescence assay showed that the expression of ARHGEF2 was significantly increased after ER stress, whereas inhibition of ER stress with 4-Phenylbutyric acid (4-PBA) resulted in the downregulation of ARHGEF2 expression (Fig. 1E, F). In addition, both the western blot and qRT-PCR methods showed that the ARHGEF2 protein and the mRNA expression levels changed with an increasing TM concentration in HepG2 cells (Fig. 1G, H). With an increase in the 4-PBA concentration, the levels of the ARHGEF2 protein and mRNA decreased gradually (Fig. 1I, J). TCGA database also showed that ARHGEF2 was significantly correlated with ER stress marker proteins glucose-regulated protein 78 (GRP78), protein kinase RNA-like ER kinase (PERK), activating transcription factor 6 (ATF6), and inositol-requiring enzyme-1α (IRE1α), further proved that ARHGEF2 was regulated by ER stress (Supplementary Fig. 1A).

**Fig. 1:**
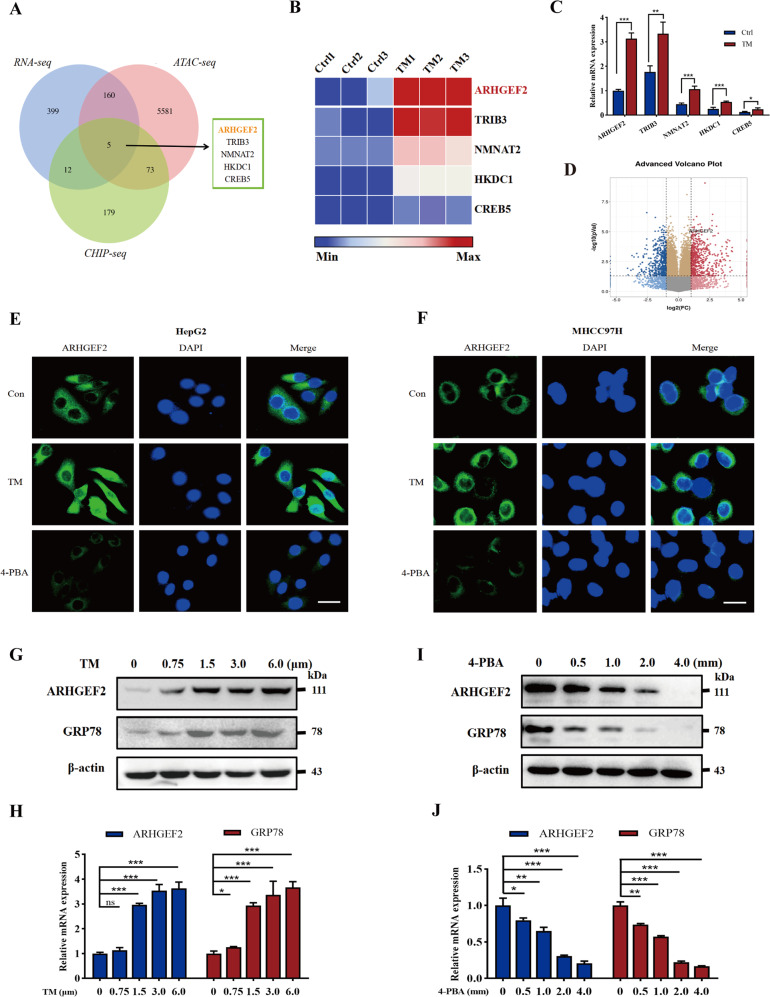
ER stress upregulated the expression of ARHGEF2 in HCC cells. **A** RNA-sequencing, ATAC-sequencing, and Chip-sequencing of TM-treated or untreated HepG2 cells were analyzed to find the differentially expressed genes. **B** A heat map was constructed according to the mRNA sequencing results. **C** qRT-PCR was used to detect the expression of differential genes in the TM-treated or untreated HepG2 cells. **D** Volcanic map of the ARHGEF2 expression. **E**, **F** HepG2 and MHCC97H cells were treated with TM or 4-PBA, and the expression of ARHGEF2 was detected by immunofluorescence. **G**, **H** Changes in ARHGEF2 and the GRP78 protein (**G**) and mRNA (**H**) level after the HepG2 cells were treated with different concentrations of TM. **I**, **J** After HepG2 was treated with 4-PBA at different concentrations, the protein (**I**) and the mRNA (**J**) level of ARHGEF2 and GRP78 were detected.

### ER stress upregulated ARHGEF2 expression through the activation of ZNF263

Our group has previously confirmed that ZNF263 was a downstream effector of ER stress [23]. By analyzing the TCGA dataset, we found that ZNF263 showed positively correlated with GRP78, PERK, ATF6 and IRE1α (Supplementary Fig. 1B), while the western blot assay also confirmed that ZNF263 protein levels are regulated by ER stress (Supplementary Fig. 1C). Furthermore, ZNF263 was significant related to ARHGEF2 in HCC according to mRNA levels in TCGA database (Supplementary Fig. 1D). After measuring the mRNA expression of ZNF263 in different HCC cell lines by qRT-PCR (Supplementary Fig. 1E), we utilized ZNF263 small interfering RNA to transfect HepG2 and Hep3B cells. The results showed that the depletion of ZNF263 downregulated the expression of the ARHGEF2 protein and mRNA levels (Fig. 2A, B). We consistently overexpressed ZNF263 in the MHCC97H and Huh7 cells, and found that ZNF263 overexpression upregulated the expression level of ARHGEF2 (Fig. 2C, D). To further confirm the regulatory role of ZNF263 on ARHGEF2, we identified three binding sites using the Jaspar database (http://jaspar.genereg.net) (Supplementary Fig. 1F) that were mutated to construct the ARHGEF2-MUT1, ARHGEF2-MUT2, and ARHGEF2-MUT3 reporter genes (Fig. 2E). Increased luciferase activity in 293 T cells and ER-stressed HepG2 cells indicated significant transcriptional activation of ARHGEF2. In addition, when the putative ZNF263 binding site, R3, was mutated, the transcriptional activity was significantly reduced, while neither mutant Mut1 nor Mut2 were altered. This result suggested that R3 ( − 355/−335, AGGGGAGGGAAAAAAGGGGGGG) may be the binding site for ZNF263 (Fig. 2F, Supplementary Fig. 1G). IHC was performed on the tissue microarrays of 138 patients with HCC. ARHGEF2 showed a tendency of higher expression in the ZNF263 high expression group, with a positive correlation between them (Fig. 2G, H). In addition, western blot showed that after interfering with ZNF263 in the HepG2 cells, treatment with TM induced ER stress could barely cause the upregulation of the expression of ARHGEF2 (Fig. 2I, J).

**Fig. 2:**
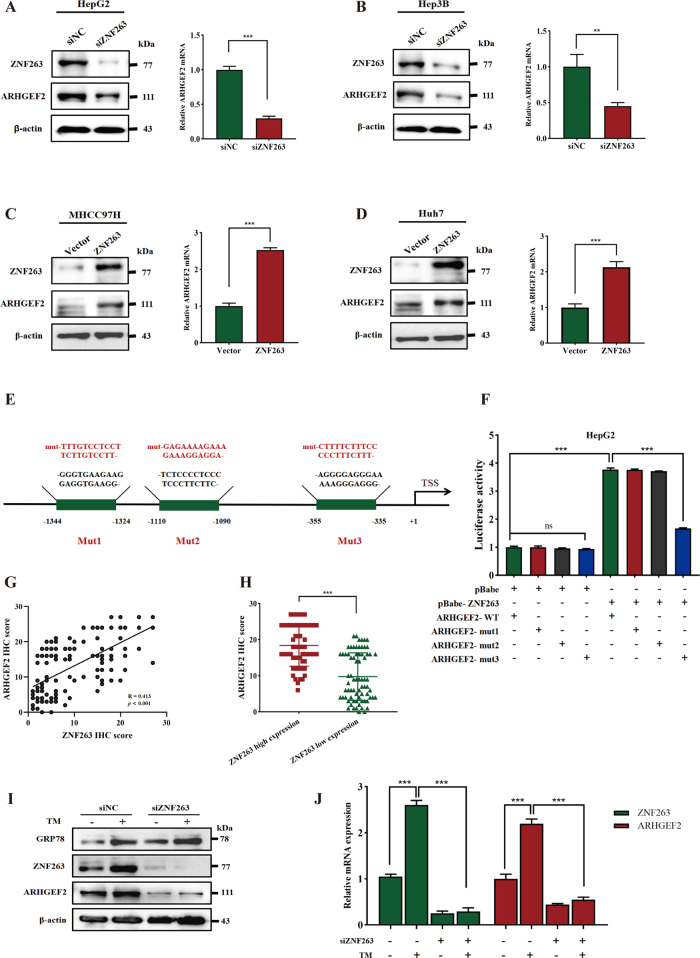
ER stress upregulated ARHGEF2 expression through the activation of ZNF263. **A**, **B** After knockdown of ZNF263 in the HepG2 cells (**A**) and the Hep3B cells (**B**), the levels of the ARHGEF2 protein and mRNA were detected using western blot and qRT-PCR. **C**, **D** After overexpression of ZNF263 in the MHCC97H cells (**C**) and the Huh7 cells (**D**), the levels of the ARHGEF2 protein and mRNA were detected using western blot and qRT-PCR. **E** Schematic representation of the putative three mutated (mut) ZNF263-binding sites in the promoter of the human ARHGEF2 gene from the Jaspar transcription profile database (http://jaspar.genereg.net). **F** Cells were co-transfected with ARHGEF2-luc, ARHGEF2-mut-R1, ARHGEF2-mut-R2, or ARHGEF2-mut-R3 together with pBabe-ZNF263 or pBabe. Relative luciferase activity was detected 24 h after transfection. **G** IHC was performed on liver cancer and adjacent tissues of 138 patients, and the correlation between ARHGEF2 and ZNF263 was analyzed. **H** IHC staining index of ARHGEF2 in the ZNF263 high/low group. **I**, **J** Western blot (**I**) and qRT-PCR (**J**) was used to detect whether TM induced the changes of the ZNF263 and ARHGEF2 level after ZNF263 knocked down.

### ARHGEF2 was highly expressed in HCC and was associated with a poor prognosis

According to the results from the TCGA database, ARHGEF2 was highly expressed in a variety of different tumor tissues (Supplementary Fig. 2A). Moreover, the analysis of publicly available datasets TCGA (Fig. 3A), GSE36376, GSE10143 and GSE45267 (Supplementary Fig. 2B–D) showed that ARHGEF2 was remarkably increased in HCC tissues compared with normal tissues. The expression of ARHGEF2 correlated with the clinical stage (Fig. 3B), histological grade (Fig. 3C), and the clinical status (Fig. 3D, E). Furthermore, ROC curve was constructed based on the TCGA databases, suggested that ARHGEF2 has good sensitivity and specificity as diagnostic marker for HCC (Fig. 3F). Immunohistochemical staining was performed on the microarrays of 138 patients with HCC and adjacent tissues, and these were divided into four grades according to the staining intensity: 0, 1, 2, and 3 (Fig. 3G). IHC results confirmed that ARHGEF2 was overexpressed in HCC (Fig. 3H) and correlated with clinical stage (Fig. 3I) and histological grade (Fig. 3J). The Kaplan-Meier survival curve analysis illustrated that high ARHGEF2 level served as a factor for poor prognosis (Fig. 3K). In addition, our group collected eight pairs of fresh liver cancer tissues and adjacent tissues for the western blot and qRT-PCR detection. The results also showed that the expression of ARHGEF2 in the HCC tissues was significantly higher than that in the adjacent tissues (Fig. 3L, M).

**Fig. 3:**
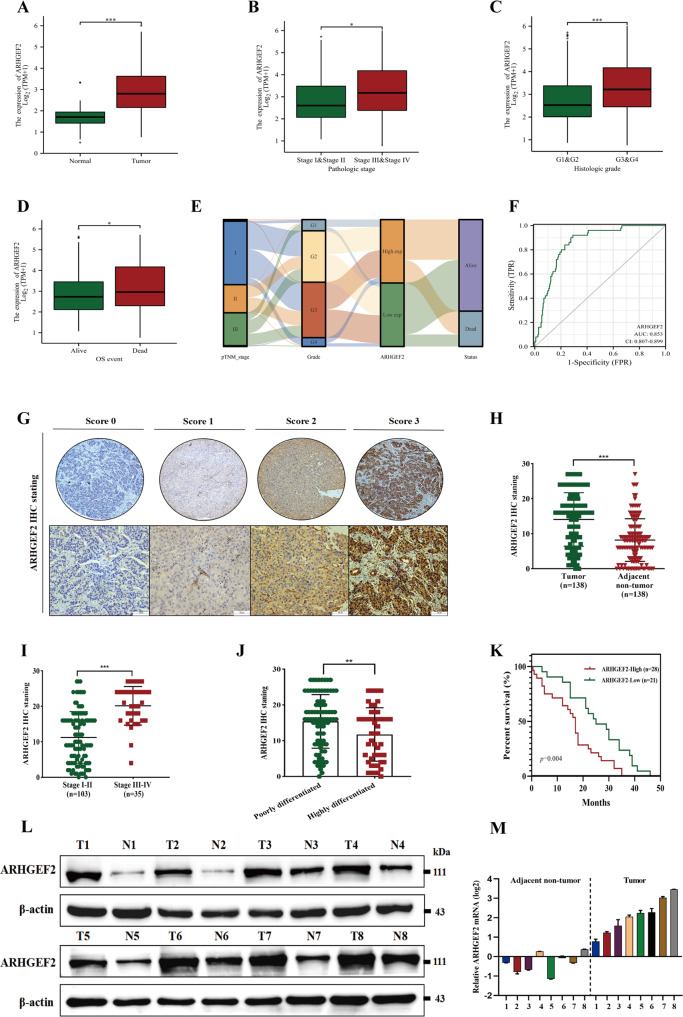
ARHGEF2 was highly expressed in HCC and was associated with poor prognosis. **A** Expression profile of ARHGEF2 mRNA in HCC tissues and normal tissues (TCGA). **B** ARHGEF2 expression in the different clinical stages (TCGA). **C** ARHGEF2 expression in different histological grades gruops (TCGA). **D** ARHGEF2 expression in different clinical status (TCGA). **E** Sankey diagram were made according to TNM stage, histological grade, status and ARHGEF2 expression from the TCGA dataset (https://portal.gdc.com). Each row represents a feature variable, different color represents different typing or stage, lines repersent the distribution of the same sample in different feature variables. **F** ROC curve was constructed based on the TCGA databases. **G** IHC staining were divided into four grades according to the staining intensity: 0, 1, 2 and 3. **H** IHC staining of ARHGEF2 in liver cancer and adjacent tissue. **I**, **J** IHC staining of ARHGEF2 in the different clinical stages (**I**) and histological grade (**J**). **K** Kaplan-Meier analysis of overall survival stratified by low ARHGEF2 expression (*n* = 21) and high ARHGEF2 expression (*n* = 28). **L** ARHGEF2 protein expression in 8 paired liver cancer and adjacent tissues was detected by Western Blot. **M** qRT-PCR was used to detect the mRNA expression of ARHGEF2 in liver cancer and adjacent tissues.

### ARHGEF2 promoted proliferation of HCC in vivo and in vitro

To explore the effect of ARHGEF2 on the proliferation of HCC cells, western blot and qRT-PCR were used to detect the expression of ARHGEF2 in different HCC cell lines (Supplementary Fig. 2E, F). We then utilized the lentiviral technique to interfere with ARHGEF2 expression in the HepG2 cell line. Down-regulated expression of ARHGEF2 was confirmed by western blot (Fig. 4A), qRT-PCR (Fig. 4B), and immunofluorescence (Supplementary Fig. 2G). The CCK-8 assay and clone formation assay showed that interference with ARHGEF2 significantly inhibited the proliferation of HepG2 cells in vitro (Fig. 4C, D). Animal experiments further showed that ARHGEF2 knockdown inhibited HepG2 tumorigenesis in vivo (Fig. 4E–G). The IHC of transplanted tumors in mice showed that the expression of Ki67 was lower in the ARHGEF2 knockdown group than that in the control group (Fig. 4H). Futhermore, we overexpressd ARHGEF2 in the MHCC97H cell line (Fig. 4I–J, Supplementary Fig. 2H). The CCK-8 assay and clone formation assay showed that overexpression of ARHGEF2 enhanced the proliferation of MHCC97H cells (Fig. 4K, L). Animal experiments further demonstrated that the tumor sizes and weights of the ARHGEF2 group were obviously greater than those in the control group (Fig. 4M–O). The IHC of transplanted tumors showed that the expression of Ki67 was higher in the ARHGEF2 overexpressed group than that in the control group (Fig. 4P).

**Fig. 4:**
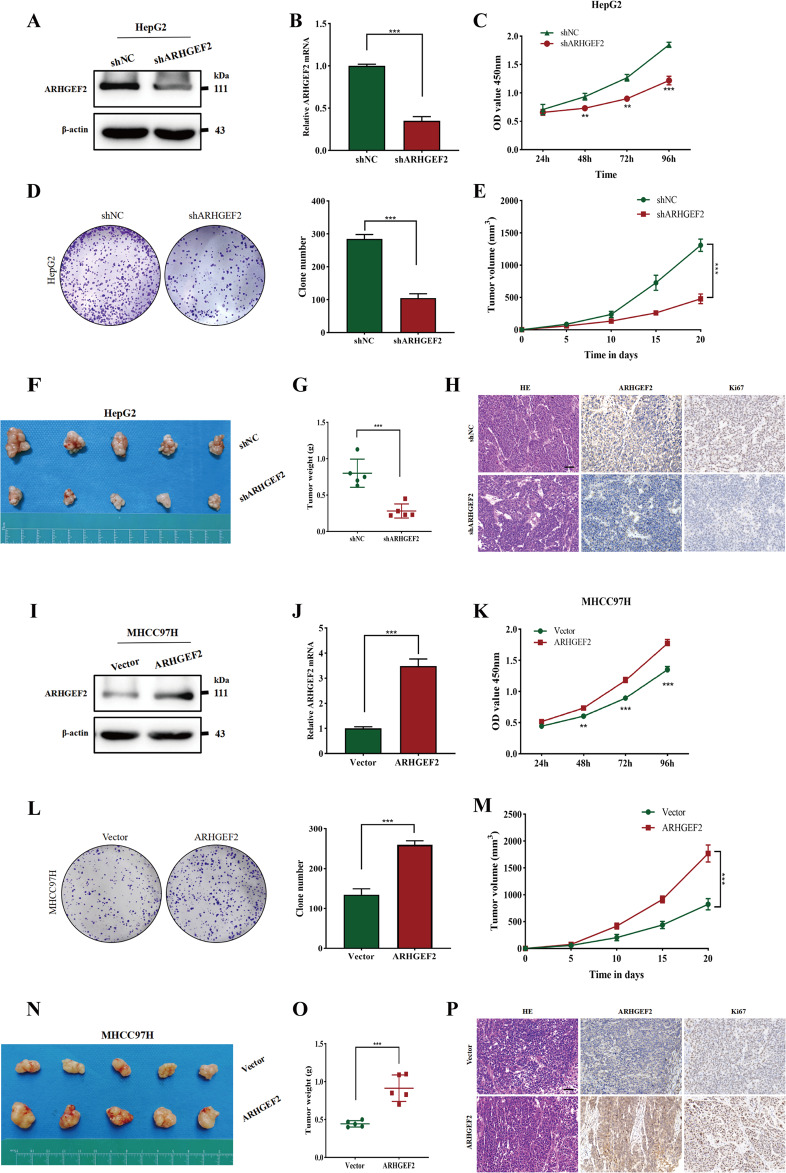
ARHGEF2 promoted proliferation of HCC in vivo and in vitro. **A**, **B** ARHGEF2 expression levels were confirmed by Western Blot (**A**) and qRT-PCR (**B**) after ARHGEF2 knockdown in the HepG2 cell line. **C**, **D** The proliferation of shNC and shARHGEF2 groups of the HepG2 cells was detected by CCK-8 (**C**) and clone formation assay (**D**). **E**–**G** Tumors from mice in shNC and shARHGEF2 groups (**F**), tumor volumes (**E**) and weights (**G**) were measured. **H** HE staining and IHC staining of ARHGEF2 and Ki67 indices were performed on the tumors of shNC and shARHGEF2 groups. **I**, **J** ARHGEF2 expression levels were detected by Western Blot (**I**) and qRT-PCR (**J**) after ARHGEF2 overexpression in the MHCC97H cell line. **K**, **L** CCK-8 (**K**) and clone formation assay (**L**) were used to detect the proliferation of Vector and ARHGEF2 groups of MHCC97H cells. **M**–**O** Tumors from mice in Vector and ARHGEF2 groups (**N**), tumor volumes (**M**) and weights (**O**) were measured. **P** HE staining and IHC staining on the tumors of Vector and ARHGEF2 groups.

### ARHGEF2 as a new target for promoting angiogenesis

The gene set enrichment analysis (GESA) suggested that ARHGEF2 may be involved in angiogenesis (Supplementary Fig. 2I–J). 

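The RNA sequencing behind Fig. 7A, of shNC and shARHGEF2 HepG2 cells (n = 3 libraries each), was tested for shifts of whole gene sets. The statistics of limma on log2(FPKM + 1) were compared between the genes of a set and all other genes tested (camera, two-sided, with an inter-gene correlation of 0.01). Of the 21 tested genes annotated to sprouting angiogenesis, 8 were higher and 13 were lower in shARHGEF2 cells (adjusted p = 0.650 in limma's camera). More of them were higher than lower without shNC replicate 2 (13 and 8), shNC replicate 3 (12 and 9) or shARHGEF2 replicate 1 (14 and 7). Of the 13 genes of cell migration involved in sprouting angiogenesis, 7 were higher and 6 were lower (adjusted p = 0.650 in limma's camera). This turned to 5 and 8 without shNC replicate 1 or shARHGEF2 replicate 3 and to 6 and 7 without shARHGEF2 replicate 2. The numbers moved the other way, to 9 and 4, without shNC replicate 2. They were 10 and 3 without shNC replicate 3 or shARHGEF2 replicate 1. The wider term angiogenesis had 160 genes, of which 108 were higher and 52 were lower in shARHGEF2 cells, with a median log2 fold change of 0.11 (adjusted p = 7.49e-04 in limma's camera). The VEGF signaling pathway of KEGG had 43 genes, 22 higher and 21 lower (adjusted p = 0.650 in limma's camera). In all, 3 of 9 sets passed, namely angiogenesis, cytokine activity and extracellular region, each shifted upwards. Cytokine activity did not pass without shNC replicate 2 (adjusted p = 0.182 in limma's camera) or without shARHGEF2 replicate 1 (adjusted p = 0.0864 in limma's camera), nor with no filter beyond a value above 0 (adjusted p = 0.112 in limma's camera). None of the 9 held under fry, where 2 had an unadjusted p under 0.05, or with an estimated inter-gene correlation, where 0 did. Among gene lists from outside the table, the hallmark angiogenesis list had 16 of 23 genes higher (adjusted p = 0.0685 in limma's camera). It passed with the replicate block (adjusted p = 0.0481), with quantile normalization (0.0433), and without shNC replicate 2 (0.0387), shNC replicate 3 (0.0268) or shARHGEF2 replicate 1 (0.0377). It also passed with the GC content trend removed (adjusted p = 0.0343), which was added after the data were seen, and over all alternatives its adjusted p lay between 0.0268 and 0.625. The VEGF ligands and receptors had 2 of 6 genes higher (adjusted p = 0.995 in limma's camera). This turned to 4 of 6 without shNC replicate 2 or shNC replicate 3 and to 3 of 6 without shARHGEF2 replicate 1 or 2. It stayed at 2 of 6 without shNC replicate 1 or shARHGEF2 replicate 3. From its enrichment analysis, the paper proposes a part for ARHGEF2 in angiogenesis.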

To further investigate the role of ARHGEF2 in the angiogenesis of HCC, we collected cell conditioned medium (CM) for an HUVEC tube formation assay. As shown in Fig. 5A, the HUVEC tube formation was decreased by adding the prepared ARHGEF2-knockdown HepG2 cells supernatants, and this led to much fewer total branching points as quantified by the WimTube (https://www.wimasis.com/en/WimTube). Furthermore, we examined the effect of ARHGEF2 on angiogenesis in vivo and evaluated new vessel formation. The CAM experiments suggested that the supernatant of the ARHGEF2-knockdown cells induced a lower angiogenic response than in the control cells (Fig. 5B). Moreover, the wound-healing assay (Fig. 5C) and the transwell assay (Fig. 5D) of the HUVECs further showed that ARHGEF2 knockdown inhibited the migration and invasion of HUVEC cells. Conversely, the MHCC97H supernatant with ARHGEF2 overexpression increased tube formation (Fig. 5E), neovascularization (Fig. 5F) and promoted the migration and invasion of HUVEC cells (Fig. 5G, H).

**Fig. 5:**
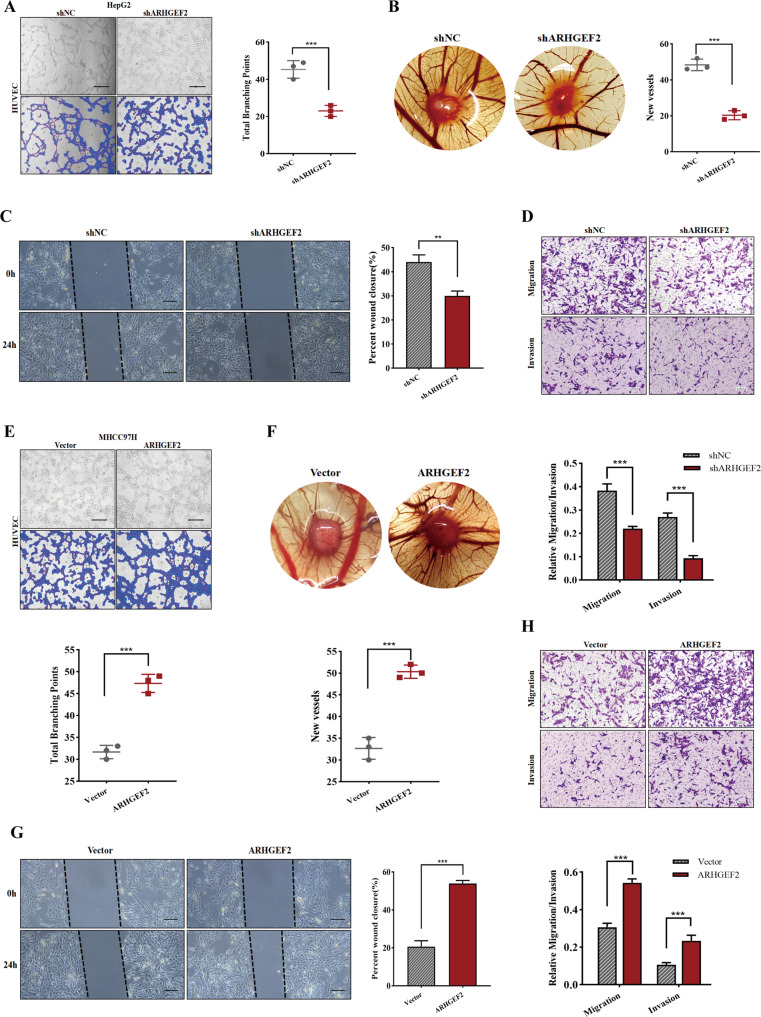
ARHGEF2 as a new target for promoting angiogenesis. **A** The cell-conditioned media of HepG2/shNC and HepG2/shARHGEF2 cells were collected for tube formation assay. **B** Representative images of CAM blood vessels stimulated with cell-conditioned media from the indicated cells. **C**, **D** The migration and invasion ability of CM-treated HUVEC cells were detected by wound-healing assay and transwell assay. **E**–**H** The cell-conditioned media of MHCC97H/Vector and MHCC97H/ARHGEF2 cells were collected for tube formation assay (**E**), CAM assay (**F**), wound-healing assay (**G**) and transwell assay (**H**).

### ARHGEF2 was involved in the resistance of lenvatinib

To explore the clinical value of ARHGEF2 in promoting cell proliferation and angiogenesis, we further investigated whether ARHGEF2 was associated with resistance to lenvatinib. As shown in Supplementary Fig. 3A, the IC50 of lenvatinib was found to be lower in the MHCC97H cell line with a low expression of ARHGEF2 compared to the high-expression cell line HepG2. After interfering with the expression of ARHGEF2 in the HepG2 cell line, we detected the cell apoptosis and found that the sensitivity of cells to lenvatinib increased (Fig. 6A). CCK-8 also proved that lenvatinib inhibited cell viability better after interfering with ARHGEF2 (Fig. 6B). Then, after the overexpression of ARHGEF2 in MHCC97H, the sensitivity of cells to lenvatinib decreased, and the effect of lenvatinib was significantly weakened (Fig. 6C, D). The clonal formation assay, CCK-8 and flow cytometry assay showed that TM-induced ER stress promoted cell proliferation and inhibited cell apoptosis, futher reduced the sensitivity of HCC cells to lenvatinib. However, this process was partially inhibited by interfering with ARHGEF2 (Fig. 6E–F, Supplementary Fig. 3B). As shown in Fig. 6G and Supplementary Fig. 3C, the ability of tube formation and neovascularization was enhanced by ER stress, and this was significantly inhibited by knockdown of ARHGEF2. Similarly, the overexpression of ARHGEF2 resisted the inhibitory effect of lenvatinib on tube formation (Fig. 6G), indicating that ER stress may promote angiogenesis through ARHGEF2 and further participate in resistance to lenvatinib. To further investigate the role of ARHGEF2 on the sensitivity of lenvatinib in vivo, we established xenograft models using BALB/c-nu mice. The result showed that, compared with the control group and the lenvatinib monotherapy group, the combination of the knockdown ARHGEF2 with lenvatinib achieved better tumor inhibition in vivo (Fig. 6H–J). The IHC demonstrated that the expression of Ki67, CD31 and CD34 were lower in the combined group than in the two others (Fig. 6K).

**Fig. 6:**
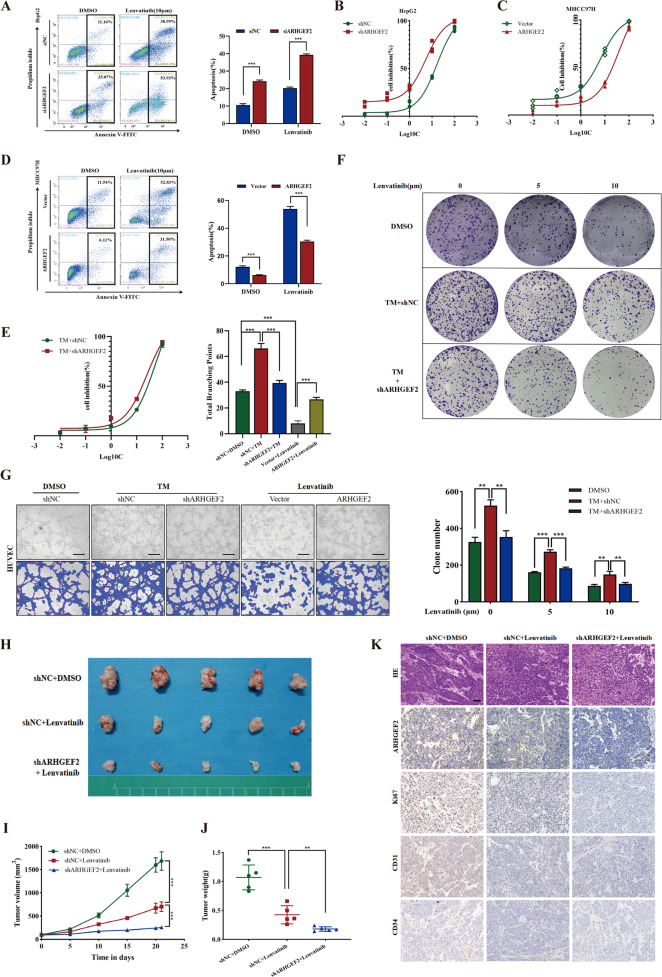
ARHGEF2 was involved in the resistance of lenvatinib. **A** After interfering with the expression of ARHGEF2 in the HepG2 cell line, detected the sensitivity of cells to lenvatinib by flow cytometry. **B** The IC50 value of lenvatinib was measured in ARHGEF2 knockdown and control HepG2 cells. **C** The IC50 value of lenvatinib in ARHGEF2 overexpression and control MHCC97H cells. **D** Flow cytometry were used to detected the sensitivity of cells to lenvatinib in ARHGEF2 overexpression and control MHCC97H cells. **E** The IC50 value of lenvatinib in TM-treated HepG2 cells with or without ARHGEF2 knockdown. **F** The proliferation ability of the HepG2 cells with different treatments were detected by clone formation assay. **G** Representative images of tube forming ability of HUVEC cells treated with different CM. **H** Tumors from mice after different treatments. **I**, **J** Measurement of tumor volume (**I**) and weight (**J**). **K** The expressions of Ki67, CD31, CD34 and ARHGEF2 in different groups were detected by IHC.

### EDN1 was the downstream effector of ARHGEF2

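RNA was sequenced from HepG2 cells, a human liver cancer cell line, carrying a control hairpin (shNC, n = 3 libraries) or a hairpin against ARHGEF2 (shARHGEF2, n = 3 libraries). The shARHGEF2 libraries were taken as replicates, although their labels leave open whether all 3 carry the same hairpin. The libraries were made from poly(A) RNA, kept the strand of the transcript and carried molecular identifiers in their adapters. The authors' table lists 27605 genes with an FPKM value (fragments mapped to a gene, scaled by transcript length and by the mapped fragments of the library) for each library, and with their own fold change, p-value and adjusted p-value. The paper's text does not name the aligner, the annotation or the test behind these columns. The values used here are FPKM, not read counts, so the depth was estimated from the spacing of the FPKM values of genes with 1 listed transcript. It came to between 19728728 and 22689235 read pairs in the shNC libraries (median 22094768) and to between 20045652 and 22958001 in the shARHGEF2 libraries (median 21620044). Between 36.5% and 38.8% of the low values in a library lay near a whole number of pairs on this scale, against 20% by chance, so these digits are not exact and no test for counts was applied. The groups were compared with limma (trended and robust variances) on log2(FPKM + 1) for the 12291 genes with a mean of at least 0.5 FPKM over the 6 libraries. The other 15314 genes were not tested. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 with no threshold on the fold change. A list of 18 genes of the hepatocyte programme was examined as a check of the cell line. VTN was the only gene of this list with a mean of at least 1 FPKM. ALB, AHSG, APOB, FGB, TF and TTR are not in the authors' table, RBP4 reached at most 0.907 FPKM, and the other 10 genes, AFP, APOA1, SERPINA1 and HNF4A among them, did not exceed 0.248 FPKM in any library. Of 76 cytosolic ribosomal protein genes, 51 had at least 100 FPKM in every library. The check thus did not find the hepatocyte programme in these libraries, and the name HepG2 rests on the labels and the paper.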

To explore downstream target genes of the ARHGEF2 pathway, we first analyzed differences in gene expression profiles between ARHGEF2-knockdown cells and the control cells using RNA sequencing. 

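ARHGEF2 (ENSG00000116584, chromosome 1 of GRCh38 from 155946851 to 156007070) had 13.8 ± 0.700 FPKM (SD, n = 3) in shNC cells and 4.36 ± 0.417 FPKM (SD, n = 3) in shARHGEF2 cells. Its log2 fold change was -1.47 (standard error 0.11, adjusted p = 0.00244 in limma). Every shARHGEF2 library lay below every shNC library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over all genes tested, 34 genes had an adjusted p under 0.05, of which 24 were higher and 10 were lower in shARHGEF2 cells. The 2 groups did not overlap in any of these 34 genes, nor in 20.5% of all genes tested, where 10% is the share given by chance. At least a 2-fold change was fitted for 11 of the 34 genes. Without adjustment, 1678 genes had a p under 0.05, of which 996 were higher and 682 were lower. With the replicate number as a block no gene passed the adjusted threshold and 1976 had an unadjusted p under 0.05. Across the 6 fits that each left out 1 library the number of genes called was 102 without shNC replicate 3 and between 6 and 15 in the other 5. Fewer were higher than lower without shNC replicate 1 (5 and 8), shARHGEF2 replicate 1 (4 and 8) or shARHGEF2 replicate 2 (6 and 9). More were higher without shNC replicate 2 (9 and 5) or shNC replicate 3 (76 and 26). Without shARHGEF2 replicate 3 the numbers were equal (3 and 3). Data with the same number of libraries were simulated in 1 draw per size of change, with noise independent between genes. In them, 148 of 200 genes changed by 1 on the log2 scale were called, and 0 of 200 changed by 0.5. The authors' table marks the genes with an unadjusted p under 0.05 and at least a 2-fold ratio of mean FPKM, and the authors' own adjusted p is under 0.05 for 83 of them. Of the genes they mark, 122 had a mean under 0.5 FPKM and were not tested here. All of the other 150 changed in the same direction here, 113 of them with an unadjusted p under 0.05, and 17 were among the 34 called. The authors marked these genes for their ratio in the same 6 libraries, so the shared direction is not independent evidence. The lowest p among the genes called belonged to ZNF672 (ENSG00000171161), at 21.5 ± 1.02 FPKM (SD, n = 3) in shNC and 5.71 ± 0.490 FPKM (SD, n = 3) in shARHGEF2 cells. Its log2 fold change was -1.75 (standard error 0.10, adjusted p = 7.42e-04 in limma). By the same order, the next genes lower in shARHGEF2 cells were ARHGEF2, FTH1P5, EHD1 and CA9, and the first 5 genes higher were IL11, SENP3-EIF4A1, S100A9, LYPD3 and GALNT2. FTH1P5 is a pseudogene, and the summed FPKM of the 15 FTH1 pseudogenes varied more between shNC libraries (SD 46.5, n = 3) than FTH1P5 fell. The transcripts of SENP3-EIF4A1 run through SENP3 and EIF4A1, and the summed FPKM of the 3 genes was 142.7 ± 6.83 (SD, n = 3) in shNC and 142.9 ± 9.57 (SD, n = 3) in shARHGEF2 cells.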

Relative to the control cells, 272 DEGs (156 upregulated genes and 116 downregulated genes) were identified (Fig. 7A). 

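Fig. 7B draws 14 genes on 5 GO terms. In the annotation columns of the authors' table, EDN1 carried 5 of these terms, CXCL8 carried 4, WNT4 carried 3, and the other 11 genes carried 1 or 2. A mean of at least 0.5 FPKM was reached by 7 of the 14 genes, and the log2 fold changes of these 7 genes all had the sign drawn in the figure. Over all genes tested, IL11 and HILPDA passed the threshold. IL11 (ENSG00000095752) had 8.25 ± 1.26 FPKM (SD, n = 3) in shNC and 23.1 ± 0.439 FPKM (SD, n = 3) in shARHGEF2 cells, a log2 fold change of 1.39 (standard error 0.12, adjusted p = 0.00479 in limma). HILPDA (ENSG00000135245) fell from 11.3 ± 0.410 to 5.41 ± 0.863 FPKM (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.12, adjusted p = 0.0302 in limma). With each library left out in turn, IL11 was called in 6 of 6 fits and HILPDA in 2, its adjusted p reaching 0.116 without shNC replicate 2. F3 lay just past the threshold, with adjusted p = 0.0504 in limma, and it was called when genes were kept at 1 FPKM or more in at least 3 libraries. CXCL8 was not called (log2 fold change 1.09, adjusted p = 0.277 in limma) unless shNC replicate 3 was left out (log2 fold change 1.47, adjusted p = 0.0175 in limma). Adjusted over the list alone, 7 of the 7 genes passed, but the study chose this list on these libraries, so that count is not independent evidence. The other 7 genes had means between 0.144 and 0.386 FPKM, and were not tested. The groups did not overlap in 6 of them, but the study picked these genes for their difference between these libraries, so the 10% that chance gives for other genes is no measure for them. Over-representation was tested for the 29 called genes with a GO term against the 10367 tested genes with one (one-sided Fisher's exact test, adjusted over the 5 terms). Extracellular region held 7 of the 29 genes, where 2.35 were due by chance (adjusted p = 0.0357). Cytokine activity held 1 gene (adjusted p = 0.423), and the other 3 terms, branching involved in blood vessel morphogenesis among them, held 0 genes. With 1 library left out, 2 terms passed without shNC replicate 3 and 0 terms passed in the other 5 fits, where at most 1 had an unadjusted p under 0.05. A test of the authors' 272 genes against the 15734 annotated genes of their table was added after the data were seen. All 5 terms passed in it, with adjusted p between 0.00529 and 0.0353. Fig. 7B was plotted from the paper's own GO enrichment analysis, so that count is not independent evidence either. With only those of the 272 genes that were tested here, 2 of the 5 terms passed.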

We made a gene ontology (GO) chord diagram based on enriched pathways of ARHGEF2 and found that EDN1 is a common gene of multiple pathways (Fig. 7B). Thus, we considered EDN1 a promising potential effector of the ZNF263/ARHGEF2 signaling pathway. 

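EDN1 (ENSG00000078401), the gene of endothelin-1, lies on chromosome 6 of GRCh38 from 12290363 to 12297194. It had 1.03 ± 0.167 FPKM (SD, n = 3) in shNC cells and 0.510 ± 0.0292 FPKM (SD, n = 3) in shARHGEF2 cells, a ratio of 0.497. Each shARHGEF2 library lay below each shNC library (two-sided exact permutation test, p = 0.1, which 3 libraries against 3 cannot go below). On the 1 listed transcript of 2033 nt, these values stand for an estimated 35.7 to 54.5 read pairs per library in shNC and 19.9 to 25.3 in shARHGEF2 cells. The log2 fold change of EDN1 was -0.42 (standard error 0.11, adjusted p = 0.155 in limma), and its rank by p among the genes tested was 325. Near 1 FPKM the pseudocount of 1 pulls the fold change towards 0, and with a pseudocount of 0.1 it was -0.87. The adjusted p lay between 0.0976 and 0.408 over the alternatives that tested EDN1, and with genes kept at 1 FPKM or more in at least 3 libraries EDN1 was not tested. Adjusted over the list alone, the genes of Fig. 7B, EDN1 had an adjusted p = 0.00479 in limma. In the authors' own columns its p is 0.0117, the 199th smallest among the genes they mark, and its adjusted p is 0.2645. The mRNA of ZNF263 had 1.93 ± 0.193 FPKM (SD, n = 3) in shNC and 2.06 ± 0.178 FPKM (SD, n = 3) in shARHGEF2 cells, a difference within the spread between libraries. From the number of terms that share EDN1, the paper considers it a potential effector of the ZNF263/ARHGEF2 pathway.

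**Figure D1:**
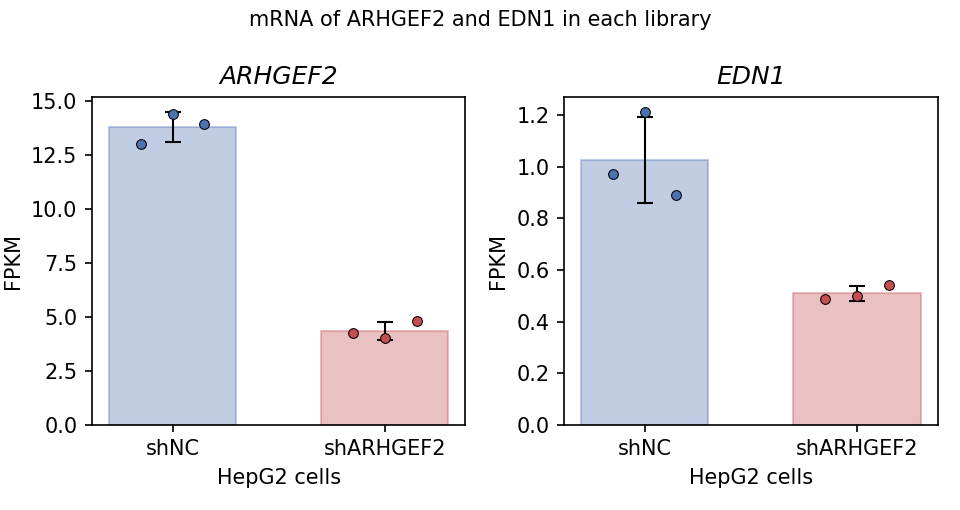
FPKM of ARHGEF2 (left) and EDN1 (right) in shNC and shARHGEF2 HepG2 cells, with bars at the mean of 3 libraries, error bars of 1 SD and a point for each library. The 3 shARHGEF2 libraries lie below the 3 shNC libraries for both genes, with EDN1 between 0.487 and 0.543 FPKM against 0.891 to 1.21 FPKM.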

The GESA and GO enrichment indicated that EDN1 was involved in angiogenesis (Fig. 7C, D) and was closely related to the VEGF pathway (Fig. 7E). We detected the protein and mRNA expression of EDN1 in ARHGEF2 knockdown or overexpression HCC cells, showed that knockdown ARHGEF2 led to downregulation of EDN1 (Fig. 7F, Supplementary Fig. 4A), while overexpression with ARHGEF2 upregulated the protein and mRNA expression of EDN1 (Fig. 7G, Supplementary Fig. 4B). Western blot later exhibited that ER stress might increase the production of the EDN1 protein, but 4-PBA suppressed EDN1 protein levels (Supplementary Fig. 4C). We added TM to induced ER stress in ZNF263 or ARHGEF2 knockdown cell lines and worked out that the regulatory effect of ER stress on EDN1 was significantly inhibited, suggesting that ER stress regulates EDN1 via the ZNF263/ARHGEF2 pathway (Fig. 7H). Besides, to determine whether there is a direct transcriptional regulation of EDN1 by ZNF263, we knocked down ARHGEF2 in HepG2 cells overexpressing ZNF263. ARHGEF2 interference was found to be capable of reversing ZNF263’s upregulation of EDN1 (Fig. 7I). Furthermore, we also interfered with RhoA, a downstream gene of ARHGEF2, to verify whether the regulatory of ARHGEF2 on EDN1 was related to RhoA. The western blot and qRT-PCR showed that RhoA levels had no effect on EDN1 expression in HepG2 cell line (Supplementary Fig. 4D), suggested that ARHGEF2 regulates EDN1 was a RhoA-independent mechanism.

**Fig. 7:**
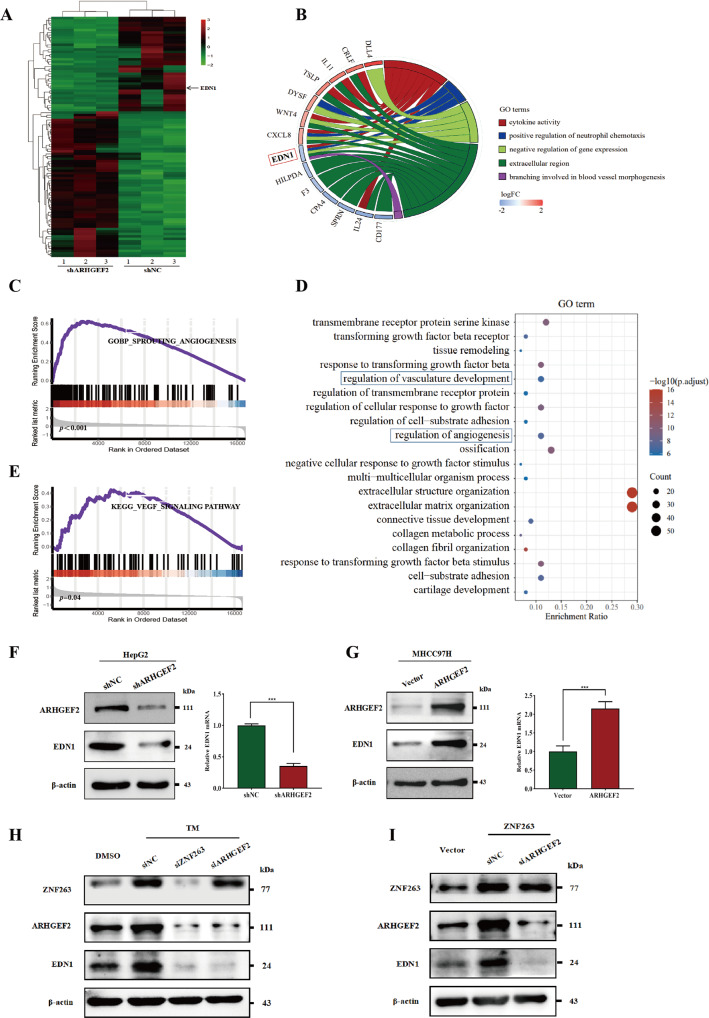
EDN1 was the downstream effector of ARHGEF2. **A** Heatmap of the differentially expressed genes after ARHGEF2 knocked down in the HepG2 cells. **B** The chord diagram was plotted by GO enrichment analysis. **C** GSEA plot, demonstrating a significant correlation between the EDN1 expression levels and sprouting angiogenesis from published datasets. **D** Go enrichment analysis revealed the EDN1-associated signaling pathways (TCGA). **E** A GESA plot regarding the correlation between EDN1 expression and the VEGF signaling pathway. **F** The effect of ARHGEF2 knockdown on EDN1 protein and mRNA level were examined by Western blot and qRT-PCR in HepG2 cell lines. **G** EDN1 protein and mRNA level after ARHGEF2 overexpression were detected in MHCC97H cell lines. **H** Western blot was used to detect EDN1 levels after ZNF263 and ARHGEF2 were knocked down under ER stress. **I** EDN1 levels were examined after ARHGEF2 knockdown in ZNF263 overexpressing cell lines.

### ARHGEF2 exerted an angiogenic effect via EDN1

In order to further verify the role of EDN1 in promoting angiogenesis in HCC, we transfected EDN1 with small interfering RNA in HepG2 cell line, and collected conditioned medium for the tube formation assay, CAM assay, wound-healing assay and transwell assay. The results showed that EDN1 knocked down significantly inhibited the ability of tube formation (Fig. 8A). Similarly, the number of new blood vessels in chicken embryos (Fig. 8B) and the migration and invasion of HUVEC cells (Fig. 8C, D) were also suppressed. And then, we knocked down EDN1 after constructing cell lines stably overexpressing ARHGEF2. The HUVEC tube formation assay showed that ARHGEF2 overexpression significantly promoted microtubule formation compared with the control cells, but this function was inhibited by EDN1 interference (Fig. 8E). The CAM assay (Fig. 8F), wound healing (Fig. 8G) and transwell assay (Fig. 8H) suggested that the ability of ARHGEF2 to promotes HUVEC cell invasion, migration, and angiogenesis was inhibited to varying degrees after EDN1 knockdown.

**Fig. 8:**
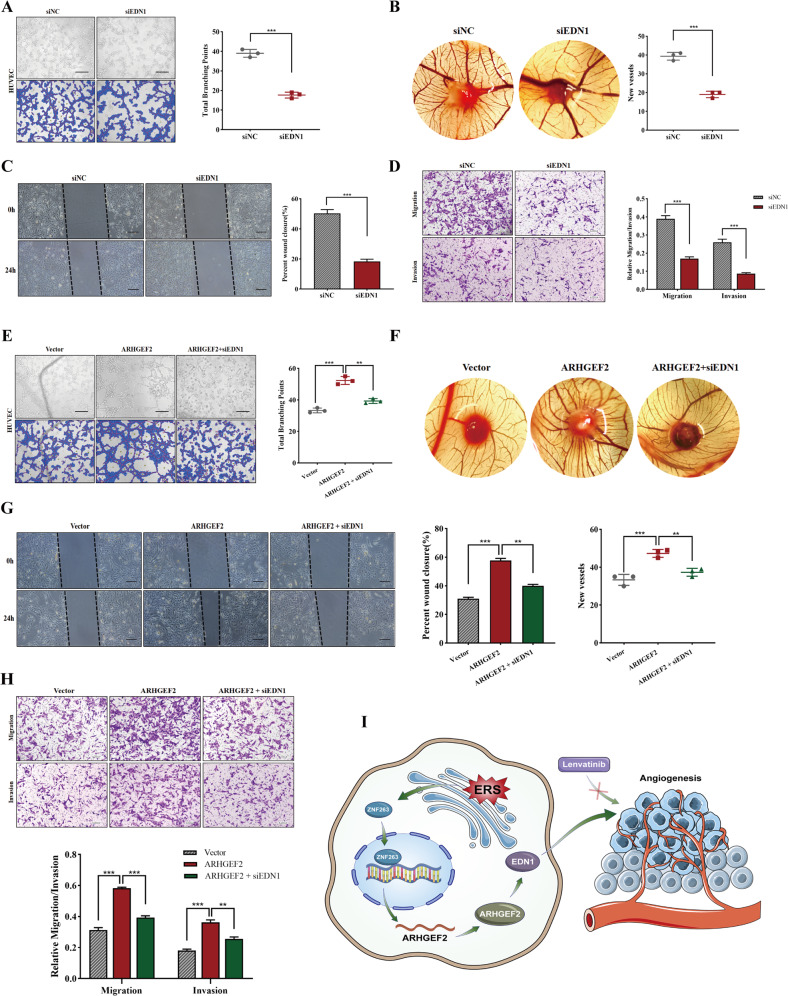
ARHGEF2 exerted an angiogenic effect via EDN1. **A**–**D** The cell-conditioned media of HepG2/siNC and HepG2/siEDN1 cells were collected for the tube formation assay (**A**), the CAM assay (**B**), the wound-healing (**C**) and the transwell assay (**D**). **E**–**H** EDN1 was knocked down in ARHGEF2 stable-overexpressing cell lines, and the CM was collected for the tube formation assay (**E**), the CAM assay (**F**), the wound-healing assay (**G**) and the transwell assay (**H**). **I** Schematic illustration of ER stress upregulates ZNF263/ARHGEF2/EDN1 signaling pathway to promotes angiogenesis and antagonizes the sensitivity of lenvatinib to HCC cells.

## Discussion

In accordance with an increasing body of data, ER stress is implicated in tumor angiogenesis and treatment resistance [10, 23]. Although ER stress promotes tumor malignancy in a variety of ways, angiogenesis is still an important relationship to consider. Recent animal studies demonstrate that ER stress increases tumor vascular development under hypoxic settings [24], which is required for tumor growth and resistance to apoptosis [25]. However, the mechanism by which ER stress-induced angiogenesis leads to apoptosis resistance in HCC tumor cells is not fully understood.

By analyzing the sequencing results following ER stress in HCC cells and confirming differentially expressed genes, we were finally able to identify ARHGEF2. ARHGEF2 was found to be regulated by ER stress and overexpressed in HCC tissues, and its expression was correlated with a poor prognosis, clinical stage, and histological grades. Previous studies have substantiated that ARHGEF2 has unique RhoA exchange activity that facilitates the exchange of guanosine diphosphate (GDP) and GTP, thus promoting RhoA activation. As attested by the study, ARHGEF2 plays a key role in a variety of cancers by activating the RhoA signaling pathway, which may contribute to the proliferation and metastasis of cancer cells [18–21]. It is worth mentioning that ARHGEF2 was further studied as a RhoA-activating enzyme in already published literature. We proposed for the first time that ARHGEF2 is regulated by ER stress and specifically discussed its transcriptional regulation mechanism in HCC. Previous research in our group has shown that ZNF263 is overexpressed in liver cancer and promotes the occurrence and development of HCC [23]. Using Jaspar database, we predicted that ZNF263 might be an upstream transcription factor of ARHGEF2, and found the direct binding site of ZNF263 on the ARHGEF2 promoter using double luciferase, which further clarified the upstream regulatory signaling of ARHGEF2 in HCC.

Notably, our study also suggested for the first time that ARHGEF2 promotes liver cancer-related angiogenesis. We were able to create a stable HepG2 cell line with ARHGEF2 knockdown and an MHCC97H cell line with ARHGEF2 overexpression and found that ARHGEF2 could not only regulate the proliferation of HCC cells but also effectively stimulate the migration, invasion, and angiogenesis of HUVECs. Previous research has shown that RhoA was an important mediator in many angiogenesis processes, including endothelial cell migration, proliferation, as well as cell permeability [26–28]. It should be highlighted that the effect of ARHGEF2 is not in every respect dependent on RhoA activation, and its function involves RhoA-dependent and RhoA-independent mechanisms. For instance, ARHGEF2 performs a vitally important function in the affirmative feedback loop of the RAS/MAPK pathway that is independent of its RhoGEF activity [29]. As a downstream of ARHGEF2, RhoA has been extensively discussed and does not pique our interest. 

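RHOA (ENSG00000067560, chromosome 3 of GRCh38 from 49359145 to 49412998) encodes the small GTPase that ARHGEF2 activates. In the shNC and shARHGEF2 libraries, in which RHOA itself was not knocked down, its mRNA had 215 ± 6.15 FPKM (SD, n = 3) and 209 ± 3.68 FPKM (SD, n = 3). The groups overlapped (two-sided exact permutation test, p = 0.3). The log2 fold change was -0.04 (standard error 0.07, adjusted p = 0.866 in limma), and it was 0.01 after quantile normalization. An mRNA level does not measure the GTP-bound form of RhoA, so these values say nothing about its activity or its part in the control of EDN1. EDN2, a second endothelin gene, had a mean under 0.5 FPKM and was not tested, at 0.487 ± 0.244 FPKM (SD, n = 3) in shNC and 0.113 ± 0.0867 FPKM (SD, n = 3) in shARHGEF2 cells. The third gene, EDN3, is not in the authors' table.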

Interestingly, we knocked down ARHGEF2 for transcriptome sequencing, and found that the mRNA level of endothelin-1 (EDN1) were significantly inhibited, while RhoA could not effect the expression of EDN1, indicating that ARHGEF2 control of EDN1 may be a RhoA-independent mechanism.

EDN1 has been shown to be overexpressed in a variety of solid tumors [30–33]. Endothelins (EDNS) had three subtypes: EDN1, EDN2, and EDN3. EDN1 is the most prevalent subtype in the family [34] since it is the initial step in the creation of the peptide hormone Endothelin1 (ET-1), which promotes carcinogenesis and cancer development, particularly tumor angiogenesis [35, 36]. EDN1 has been further investigated as a target for anti-vascular therapy in cancers such as gastric cancer [37], breast cancer [38], and colon cancer [39]. Wang et al. found that EDN1 and VEGF, as leading angiogenic factors for angiogenesis, are supervised by miR-1 and promote angiogenesis hang around gastric cancer [37]. Except for that, it has been proven that melatonin inhibits the release of ET-1 in vitro by inhibiting the EDN-1 mRNA level, thus inhibiting the growth, angiogenesis, and metastasis of colon cancer [39]. These achievements put forward that EDN1 may be a potential target for anti-tumor growth and angiogenesis. Our study authenticated that the mRNA and protein levels of EDN1 were regulated by ARHGEF2. The ability of ARHGEF2 to promote HUVEC cell migration, invasion, and neovascularization were inhibited to varying degrees after EDN1 interference, indicating that the effect of ARHGEF2 on angiogenesis was EDN1-dependent.

As Molecular targeted drugs, such as Lenvatinib and Sorafenib were multi-target receptor tyrosine kinase inhibitors that act on multiple targets, including the vascular endothelial growth factor receptor, the fibroblast growth factor receptor, and the platelet-derived growth factor receptor [40], while its antitumor activity relies mainly on the inhibition of neovascularization to promotes cell apoptosis [41, 42]. Hence, we managed to explore the role of ARHGEF2 in promoting angiogenesis in targeted drug resistance. Our research completed proved that the overexpression of ARHGEF2 reduces the sensitivity of Lenvatinib in HCC cells. Inhibiting ARHGEF2 combined with Lenvatinib can significantly weaken the proliferation of HCC cells in vivo and in vitro. By inhibiting ARHGEF2, ER-stress-induced Lenvatinib resistance in tumor cells is reversed. It thus may be anticipated that ARHGEF2 specific inhibitors can overcome the defect of lenvatinib in the anti-tumor therapy of ER stress-related apoptosis resistance.

In the study, we brought to light that ARHGEF2 was regulated by ER stress and marked up the invasion and migration abilities of HUVEC cells to promote angiogenesis and tumor growth, further participating in the resistance of HCC cells to molecularly targeted drugs mediated by ER stress. Mechanistically, the transcription factor ZNF263 binds to the ARHGEF2 promoter and increases ARHGEF2 expression in response to ER stress. ARHGEF2 promotes angiogenesis through the EDN1 pathway, and the regulation of EDN1 was RhoA-independent. Despite the fact that our findings revealed a framework in which the ARHGEF2/EDN1 pathway contributes to ER stress-related drug resistance in HCC by promoting angiogenesis, several questions remain. We cannot rule out the possibility of additional mechanisms by which ARHGEF2 promotes angiogenesis, given its unique role in activating RhoA. The complicated relationship between ARHGEF2 and angiogenesis requires further investigation. Possibly multiple mechanisms together are activated to promote angiogenesis and HCC progression rather than being associated with the regulation of a single pathway. Notwithstanding, this study provided a new insight into the potential mechanism of drug resistance related to ER stress, emphasizing that ARHGEF2/EDN1 is a potential antiangiogenic therapeutic target in HCC. Lenvatinib’s flaw in ER stress-related apoptosis resistance may be addressed by an ARHGEF2 inhibitor.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Supplementary Figure legends

Table S1

Table S2

Table S3

Title Page

Original Data File

aj-checklist

## Data Availability

All data generated and analyzed during this study are included in this published article and supplementary information file. Materials generated in this study can be available upon reasonable request. The GEO accession number for mRNA-sequencing data of ARHGEF2 knockdown was GSE205757. The following GSE datasets are also used in this article, GSE36376, GSE10143 and GSE45267.

# Supplementary material for: ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation
**Source:** Cell Death Dis. 2022 Jul 27;13(7):652. doi: 10.1038/s41419-022-05099-8
**Supplement:** Supplementary file 5 — Supplementary Figure legends

**Supplementary Figure 1.** (A) The correlation between ARHGEF2 and GRP78, PERK, ATF6, IRE1α were analyzed through the mRNA expression of 424 cases with HCC in TCGA database. (B)The correlation between ZNF263 and GRP78, PERK, ATF6, IRE1α were analyzed (TCGA). (C) The protein expression of ZNF263 was detected after HepG2 cells were treated with TM and 4-PBA. (D) The correlation between ZNF263 and ARHGEF2 in HCC according to mRNA expression in TCGA database. (E) qRT-PCR were used to detected the mRNA expression of ZNF263 in different hepatoma cell lines. (F) Three transcription sites were predicted using Jsapar database. (G) Dual-luciferase reporter assay was performed in 293T cells.

**Supplementary Figure 2.** (A) The expression of ARHGEF2 in 33 different cancer tissues and adjcent tissues were analyzed through the mRNA expression of 11093 cases in TCGA database. (B-D) Expression analysis of ARHGEF2 in HCC and normal tissues using GSE36376, GSE10143 and GSE45267. (E) The protein expression of ARHGEF2 in different hepatoma cell lines was detected by western blot. (F) qRT-PCR were used to detected the mRNA expression of ARHGEF2 in different hepatoma cell lines. (G) ARHGEF2 expression levels were confirmed by Immunofluorescence assay after ARHGEF2 knockdown in the HepG2 cell line. (H) ARHGEF2 expression levels were detected by Immunofluorescence assay after ARHGEF2 overexpression in the MHCC97H cell line. (I-J) Using 272 differentialy expression genes run GESA, demonstrating a significant correlation between the ARHGEF2 and sprouting angiogenesis (I), cell migration involved in sprouting angiogenesis (J).

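Counted in the annotation columns of the authors' table, 0 of the 272 genes carry the term sprouting angiogenesis and 0 carry cell migration involved in sprouting angiogenesis. The terms are counted as the columns list them for each gene, without genes inherited from narrower terms. Over the whole table, 30 genes carry the first term and 19 carry the second. The term angiogenesis is carried by 4 of the 272 genes, CXCL8, DLL4, DYSF and SAT1, and the authors' fold changes of all 4 are upwards in shARHGEF2 cells. Of the 34 genes called in limma here, 0 carry any of these 3 terms, and at an unadjusted p under 0.05 the tested genes that carry them number 3, 1 and 32. Branching involved in blood vessel morphogenesis is carried, among the authors' genes, by DLL4, which was higher, and by EDN1, which was lower. A gene set enrichment analysis asks whether the genes of a set gather at one end of a ranked list, so its outcome depends on which genes are ranked.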

**Supplementary Figure 3.**  (A) IC50 value of lenvatinib and the protein expression of ARHGEF2 in the HepG2 and MHCC97H cell lines. (B) The sensitivity of HepG2 cells to lenvatinib with different treatments were detected by Flow cytometry. (C) Representative images of CAM blood vessels stimulated with cell-conditioned media from the indicated cells.

**Supplementary Figure 4.** (A) The effect of ARHGEF2 knockdown on EDN1 levels were examined in Hep3B cells. (B) EDN1 protein and mRNA levels after ARHGEF2 overexpression were detected in Huh7 cells. (C) The protein expression of EDN1 was detected after HepG2 cells were treated with TM and 4-PBA. (D) Protein and mRNA levels of EDN1 were detected by Western blot and qRT-PCR after knockdown RhoA.

# Supplementary material for: ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation
**Source:** Cell Death Dis. 2022 Jul 27;13(7):652. doi: 10.1038/s41419-022-05099-8
**Supplement:** Supplementary file 6 — Table S1

Table S1. Antibody list

| Antibody | Concentration | | Company | Catalog Number |
| --- | --- | --- | --- | --- |
|  | Western blot | IHC |  |  |
| ARHGEF2 | 1:1000 | 1:500 | Abcam | ab155785 |
| β-actin | 1:1000 | N/A | Affinity | T0022 |
| EDN1 | 1:500 | N/A | Affinity | DF6125 |
| GRP78 | 1:1000 | N/A | Abcam | ab21685 |
| RhoA | 1:500 | N/A | Abcam | ab187027 |
| ZNF263 | 1:500 | 1:300 | Atlas Antibodies | HPA035086 |
| CD31 | N/A | 1:200 | Affinity | AF6191 |
| CD34 | N/A | 1:500 | Affinity | BF0423 |
| Ki67 | N/A | 1:200 | Affinity | [AF0198](http://www.affbiotech.cn/goods-897-AF0198-Ki67_Antibody.html) |

N/A: Not applicable

# Supplementary material for: ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation
**Source:** Cell Death Dis. 2022 Jul 27;13(7):652. doi: 10.1038/s41419-022-05099-8
**Supplement:** Supplementary file 7 — Table S2

Table S2. Primer sequences list

| Gene | Primer sequences | |
| --- | --- | --- |
|  | Forward (5’-3’) | Reverse (5’-3’) |
| ARHGEF2 | TCCCTCATTGACGAAGCAGA | GGTGCAGCTCTGTCTGGATT |
| CREB5 | CCCTGCCCAACCCTACAATG | GGACCTTGCATCCCCATGAT |
| GRP78 | CTGTCCAGGCTGGTGTGCTCT | CTTGGTAGGCACCACTGTGTTC |
| TRIB3 | TGCCCTACAGGCACTGAGTA | GTCCGAGTGAAAAAGGCGTA |
| HKDC1 | ATCCTGGCAAGCAGAGATACG | GACGCTCTGAAATCTGCCCT |
| NMNAT2 | GAGGCAGATATGGAGGTGATTG | TTTTTTATTTGCGGAGTATTGAGG |
| EDN1 | CAAGCAGGAAAAGAACTCAG | CTGGTTTGTCTTAGGTGTTC |
| ZNF263 | CTTGCGCTTCAGACGGTTC | CCCAAGCTCTCTGCATATCC |
| RhoA | CATCCGGAAGAAACTGGT | TCCCACAAAGCCAACTC |

# Supplementary material for: ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation
**Source:** Cell Death Dis. 2022 Jul 27;13(7):652. doi: 10.1038/s41419-022-05099-8
**Supplement:** Supplementary file 8 — Table S3

Table S3. Sequences of siRNA

| Gene | Sequences | |
| --- | --- | --- |
|  | Sense (5’-3’) | Antisense (5’-3’) |
| ARHGEF2 | GCCCUGUACUUGAGUUUCATT | UGAAACUCAAGUACAGGGCTT |
| EDN1 | GGGCUGAAGACAUUAUGGATT | UCCAUAAUGUCUUCAGCCCTT |
| RhoA | GGCAGAGAUAUGGCAAACATT | UGUUUGCCAUAUCUCUGCCTT |
| ZNF263 | CCGUAUAAAUGUACCCUUUTT | AAAGGGUACAUUUAUACGGTT |
| Negative control | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |

# Supplementary material for: ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation
**Source:** Cell Death Dis. 2022 Jul 27;13(7):652. doi: 10.1038/s41419-022-05099-8
**Supplement:** Supplementary file 9 — Title Page

**ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation**

**Running title:** ARHGEF2 promotes malignant progress in hepatocellular carcinoma Yue Zhu^1*^, Weiwei Liu^2*^, Zishu Wang^3*^, Yanfei Wang^1, 4^, Chaisheng Tan^1^, Zhipeng Pan^1^, Anqi Wang^1^, Jiatao Liu^5^, Guoping Sun^1^

^*^These authors contributed equally to this work.

# Supplementary material for: ARHGEF2/EDN1 pathway participates in ER stress-related drug resistance of hepatocellular carcinoma by promoting angiogenesis and malignant proliferation
**Source:** Cell Death Dis. 2022 Jul 27;13(7):652. doi: 10.1038/s41419-022-05099-8
**Supplement:** Supplementary file 10 — Original Data File

Fig 1G Raw image

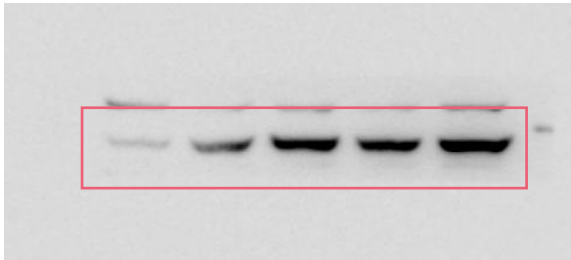

ARHGEF2

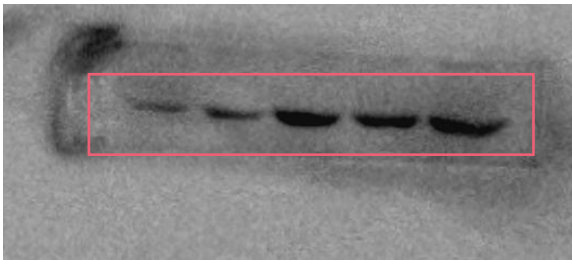

GRP78

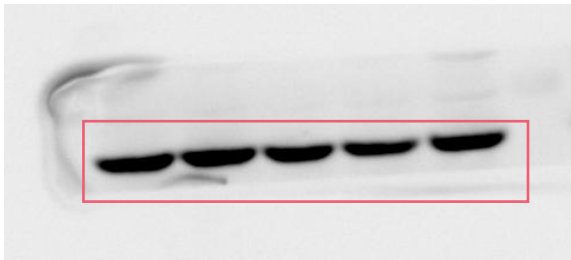

$\beta$ -actin

Fig 1I Raw image

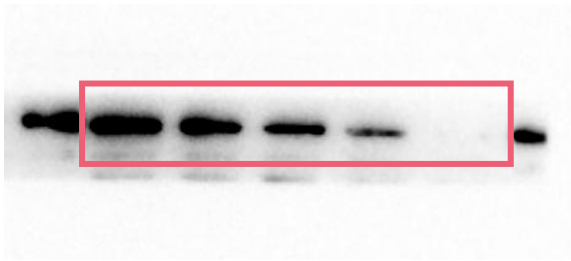

ARHGEF2

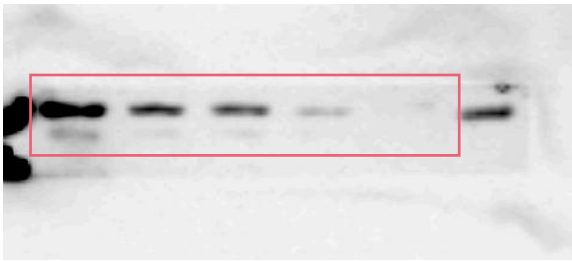

GRP78

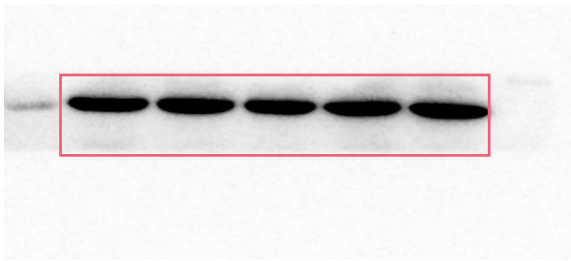

$\beta$ -actin

Fig 2A-B Raw image

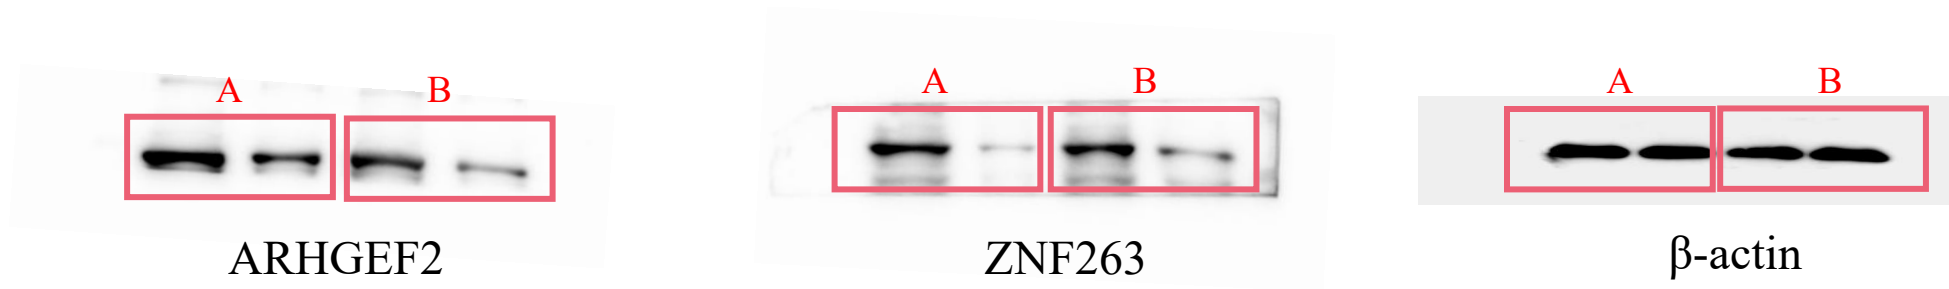

Fig 2C-D Raw image

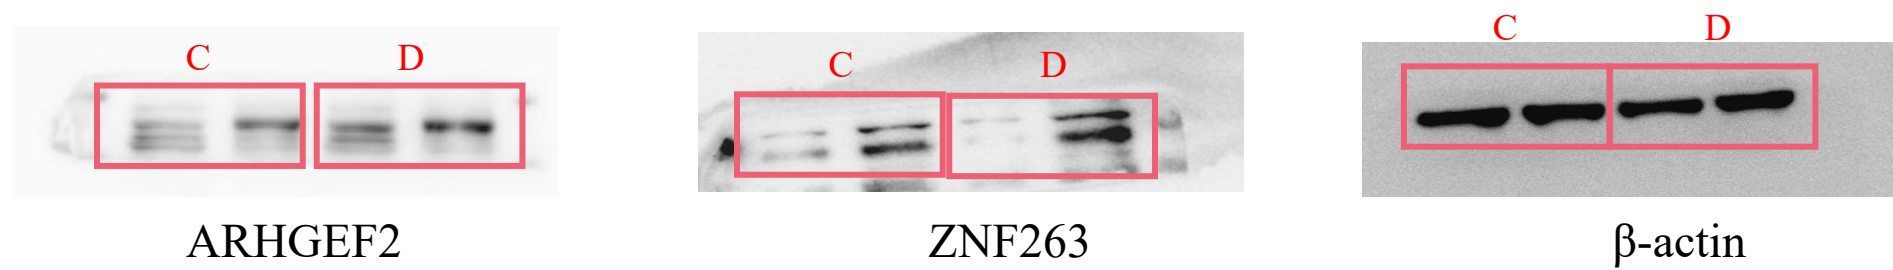

Fig 2I Raw image

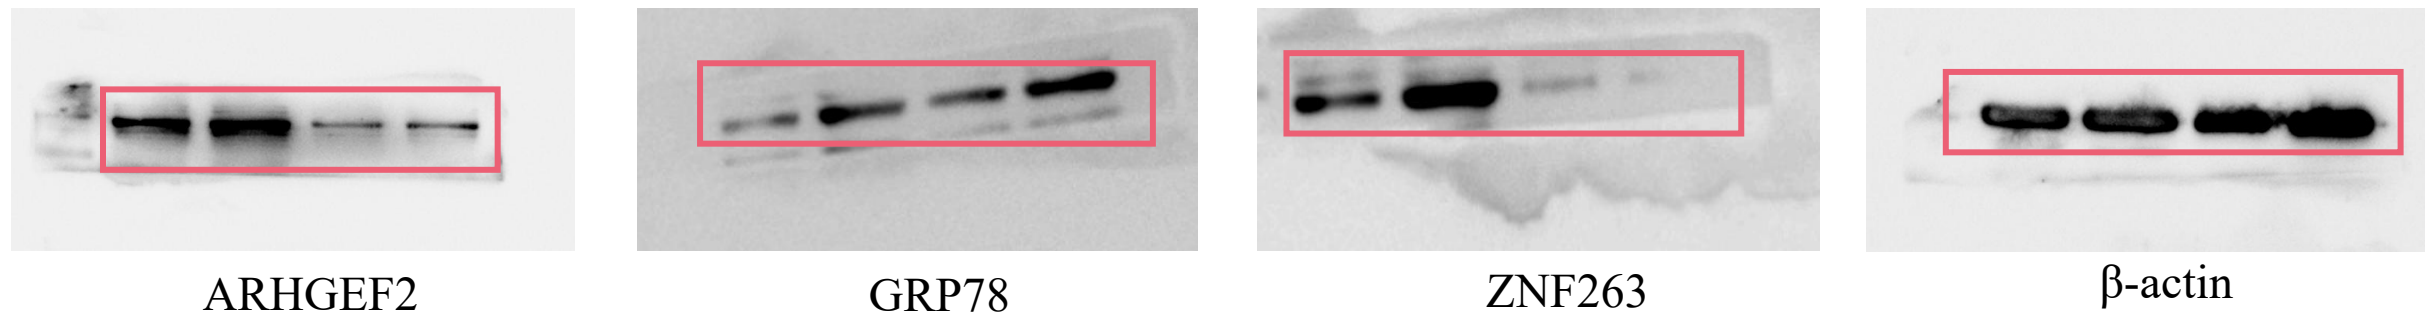

Fig 3L Raw image

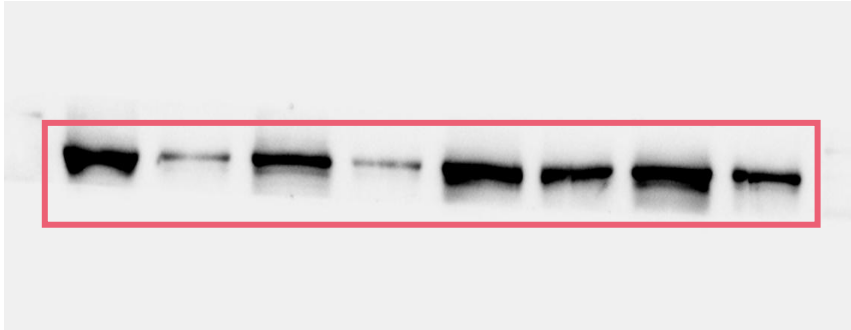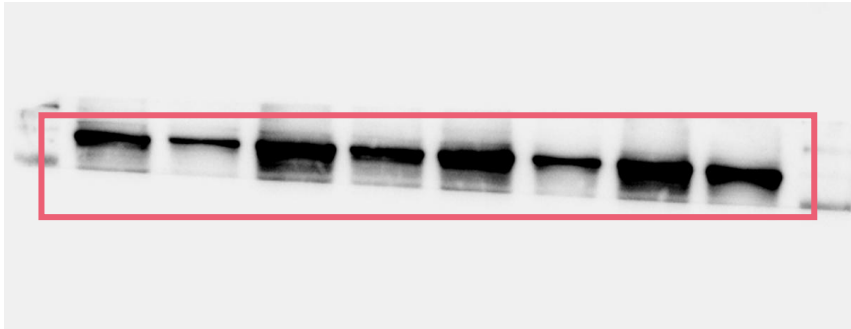

ARHGEF2

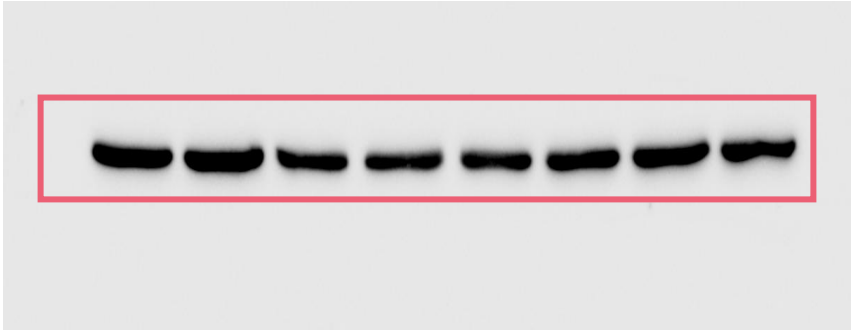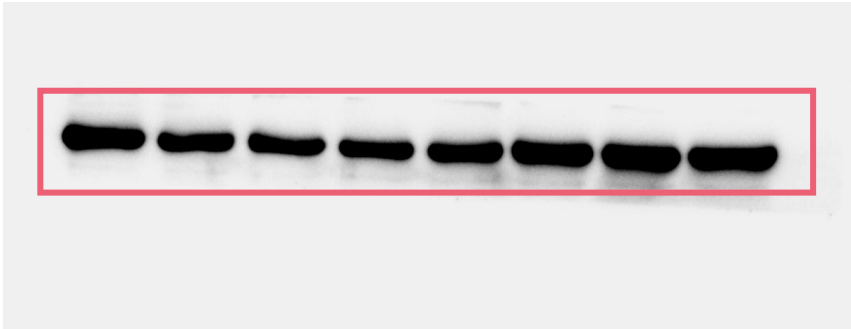

$\beta$ -actin

Fig 4A, 4I Raw image

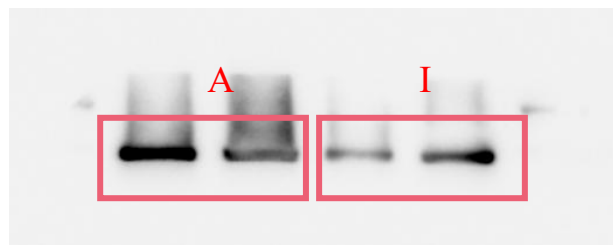

ARHGEF2

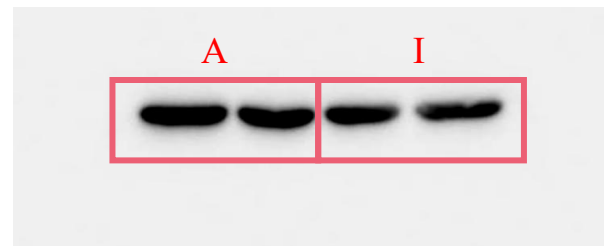

$\beta$ -actin

Fig 7F, Fig S4A Raw image

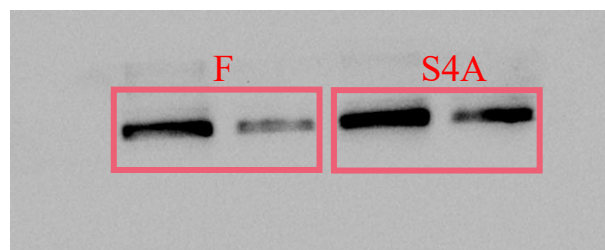

ARHGEF2

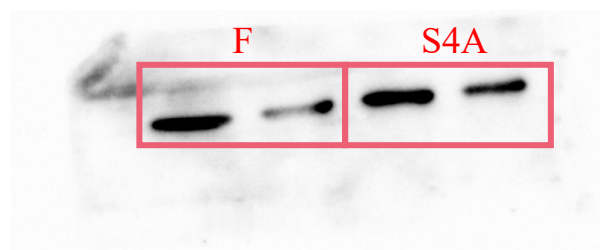

EDN1

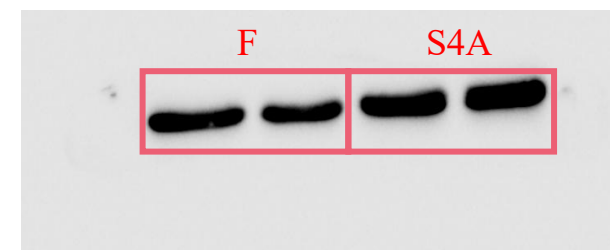

$\beta$ -actin

Fig 7G, Fig S4B Raw image

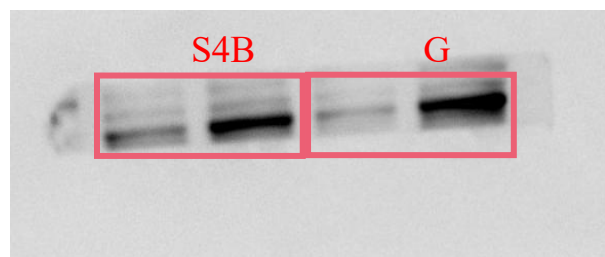

ARHGEF2

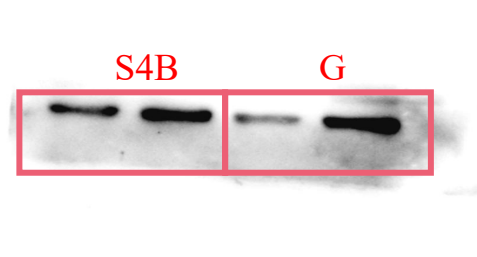

EDN1

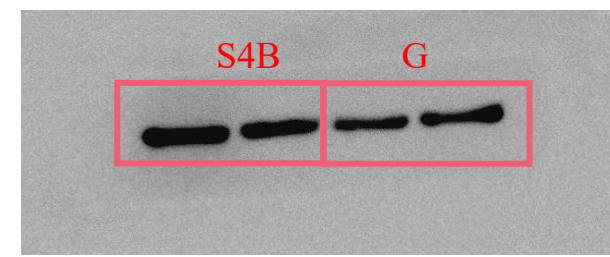

$\beta$ -actin

Fig 7H Raw image

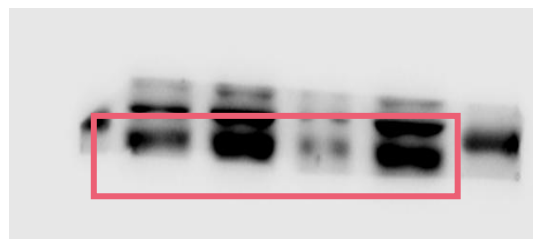

ZNF263

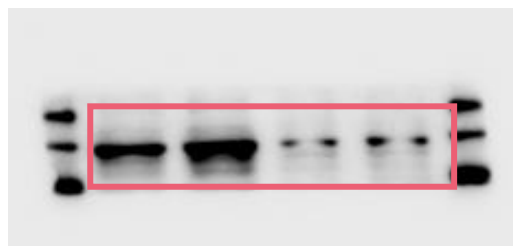

ARHGEF2

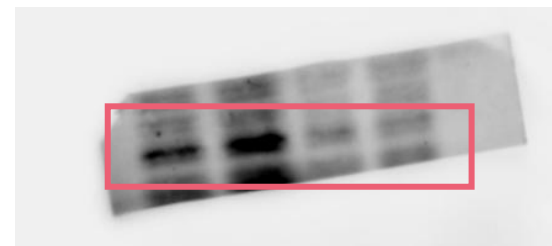

EDN1

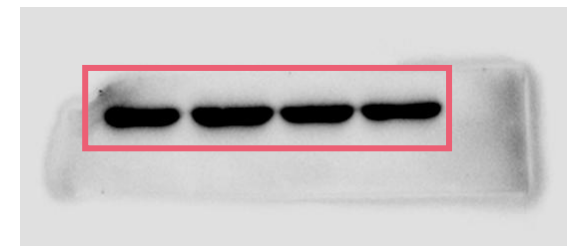

$\beta$ -actin

Fig 7I Raw image

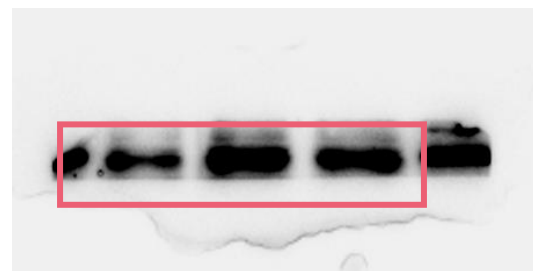

ZNF263

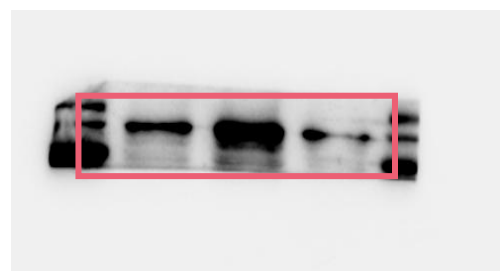

ARHGEF2

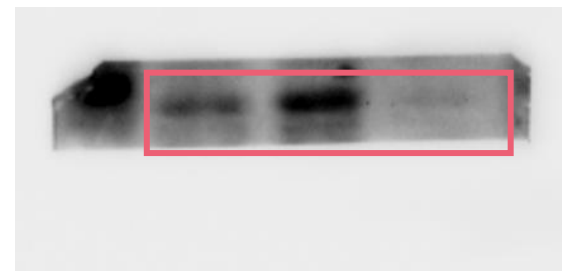

EDN1

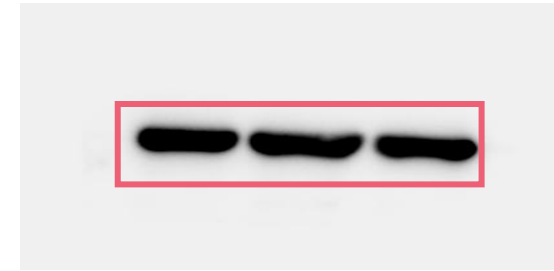

$\beta$ -actin

Fig S1C Raw image

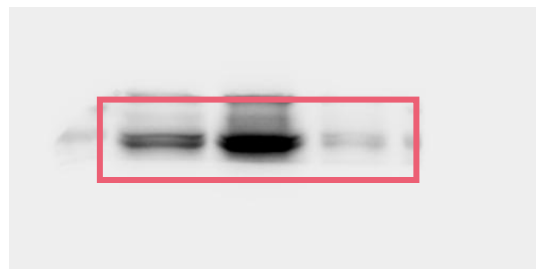

ZNF263

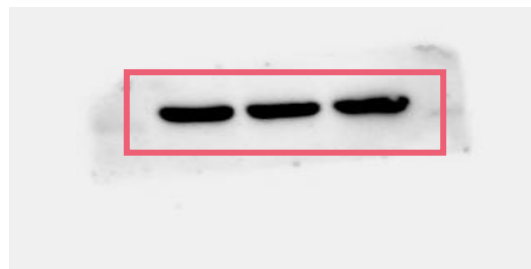

$\beta$ -actin

Fig S2E Raw image

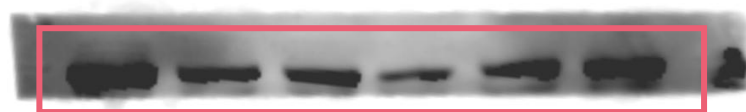

ARHGEF2

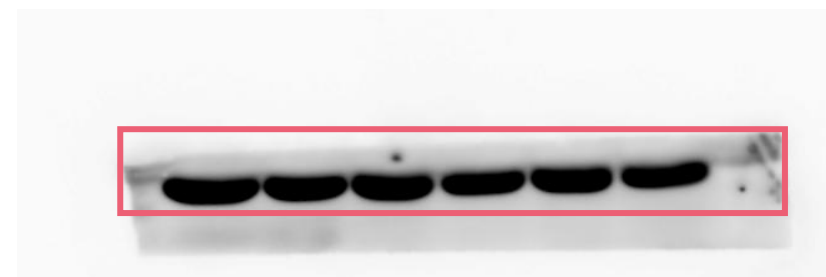

$\beta$ -actin

Fig S3A Raw image

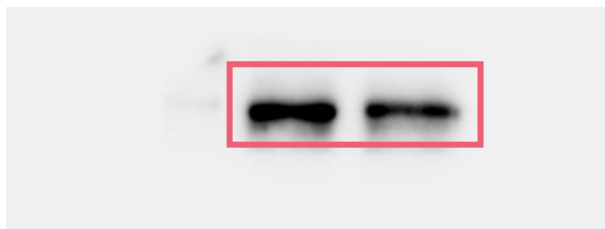

ARHGEF2

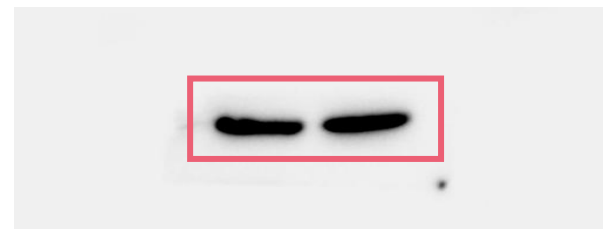

$\beta$ -actin

Fig S4C Raw image

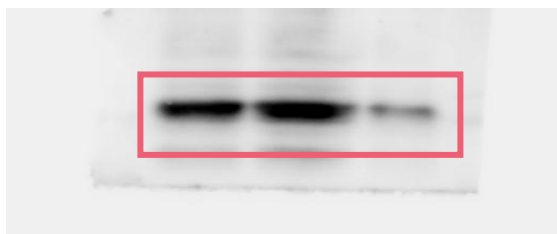

EDN1

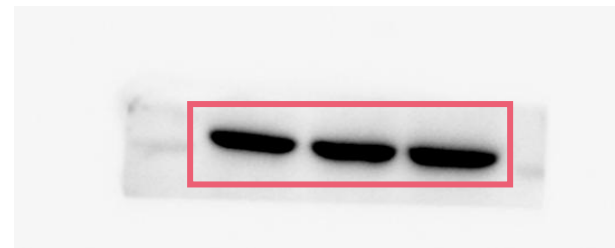

$\beta$ -actin

Fig S4D Raw image

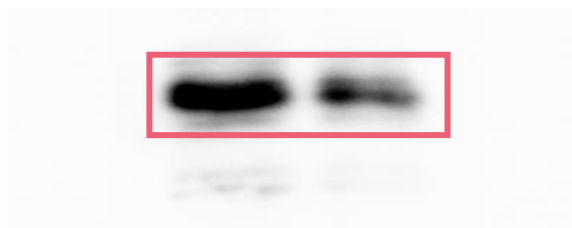

RhoA

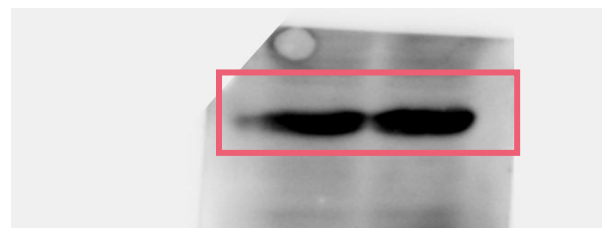

EDN1

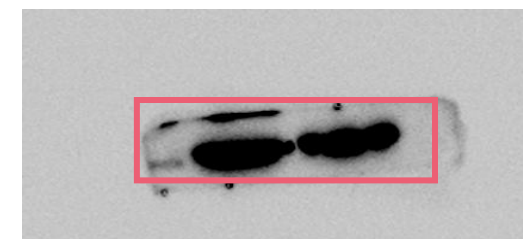

$\beta$ -actin

How the deposited data were processed for this re-analysis (not part of the article)

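The data are RNA sequencing of HepG2 cells with a control hairpin (shNC, 3 libraries) or a hairpin against ARHGEF2 (shARHGEF2, 3 libraries). The groups were taken from the sample labels and from Fig. 7A. The labels number the shARHGEF2 libraries 1 to 3, and they were treated as replicates. The paper's text does not give the number of hairpins, so these libraries could also carry different hairpins, in which case n = 3 would count hairpins and not repeats of 1. The authors' table holds FPKM for 27605 genes and 6 libraries, their ratio of mean FPKM, its log2, a p-value and an adjusted p-value, together with GO and KEGG annotation columns. The values are on the FPKM scale as deposited, with no further scaling. The aligner, the counting tool, the genome build and the authors' test are not named in the paper's text, and the paper's statistics section gives a threshold on the unadjusted p-value only. The authors' adjusted p-values equal a Benjamini-Hochberg adjustment over 14004 genes.

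Of the 112516 transcripts listed in the table, 106543 (94.7%) were found in GENCODE 29, which was used for gene positions on GRCh38, transcript lengths and GC content. Read pairs per library were estimated from the spacing of FPKM × length among genes with 1 listed transcript of at least 600 nt, and came to 22689235, 22094768 and 19728728 for shNC replicates 1 to 3 and to 20045652, 21620044 and 22958001 for shARHGEF2 replicates 1 to 3. These depths were not used in any test. With estimated pairs rather than counts, no interval was computed for single genes. A gene at 0.5 FPKM stands for few read pairs, so smaller values were not tested.

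Differential expression was computed with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with eBayes using a mean-variance trend and robust estimation (statmod 1.5.0), for genes with a mean of at least 0.5 FPKM over the 6 libraries. The Benjamini-Hochberg method was used for adjustment, and genes were called at an adjusted p under 0.05. No block was used. The correlations of the residuals between libraries with the same number were 0.184, 0.159 and -0.105. These are low, but the second principal component (an axis of joint variation over genes, 27.2% of the variance) followed the number in part. On it replicate 1 lay at 14.9 in shNC and 16.9 in shARHGEF2, and replicate 2 at -17.1 and -15.4. Replicate 3 lay at 4.73 and -4.11. A difference shared by libraries with the same number therefore stays open, and the block is given as an alternative. Single genes were also compared by exact permutation tests, 3 libraries against 3, with a smallest two-sided p of 0.1. Sets of at least 5 tested genes were tested with camera (inter-gene correlation 0.01). The 9 annotation sets were taken from the annotation columns, with the genes that carry the term itself. Of 6 gene lists written by hand (unfolded protein response, proliferation, interferon-stimulated, hallmark angiogenesis, VEGF ligands and receptors, hepatocyte), the hepatocyte list had too few tested genes for camera. The sets and the lists were adjusted as 2 families. Over-representation of the 5 terms of Fig. 7B used one-sided Fisher's exact tests with SciPy 1.17.1. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plot was drawn with matplotlib 3.10.9.

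The method was tested on simulated data with the means and variances of the 12291 genes and 3 libraries per group. Each size of change had 1 draw, with noise independent between genes. With 200 genes changed by 1 on the log2 scale, 155 genes were called, 7 of them falsely. With a change of 2, 191 of 200 were called with 7 false calls, and with 0.5 none were. Without any change, 0 genes were called.

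The alternatives were a replicate block, a pseudocount of 0.1, no filter beyond a value above 0, at least 1 FPKM in 3 or more libraries, quantile normalization, limma without trend or robust variances, each library left out in turn, other thresholds, fry, camera with an estimated inter-gene correlation, and another background for the over-representation. The groups, the tests, the gene lists and these alternatives were chosen before the data were examined. The removal of a loess trend on GC content from each library (span 0.3), the threshold on the ratio of mean FPKM, the tests of the authors' own genes, and the list of 26 HIF targets with its companion term, response to hypoxia, were added after the data were seen.

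The genes named are those the paper names for this experiment (ARHGEF2, EDN1, RHOA and the genes of Fig. 7B), a summary of those it names elsewhere, and the 5 higher and 5 lower genes with the smallest p among the genes called with a mean of at least 1 FPKM and no overlap between the groups. SENP3, EIF4A1, FTH1 and its pseudogenes and the neighbours of ZNF672 fall outside this rule. Read counts and tests made for counts were not used, since the values are FPKM.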

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

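Among the genes called, 8 of those named lie outside the genes the paper discusses: 4 higher and 4 lower in shARHGEF2 cells. The rule for naming them asked for groups that do not overlap, so their separation is no further evidence. The seed match in ZNF672 was examined only after its fall was seen, and the removal of the GC content trend was added after the data were seen. The other tests below were written down before their results. The knockdown of ARHGEF2 is the biological explanation that the design gives. The labels do not say whether the shARHGEF2 libraries share 1 hairpin, and an effect of ARHGEF2 and an effect of a hairpin on other transcripts were not separated by any test.

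The 4 higher genes were SENP3-EIF4A1 (log2 fold change 3.32), S100A9 (1.01), LYPD3 (0.79) and GALNT2 (0.66). The 4 lower genes were FTH1P5 (-2.14), ZNF672 (-1.75), EHD1 (-0.94) and CA9 (-0.60). Their adjusted p in limma lay between 7.42e-04 and 0.0302. A trend with GC content between libraries was tested as a source of these differences, since libraries of the same group differed along GC content (Spearman's rho across genes, which are not independent, up to 0.587 in size). After each library's trend was removed, 8 of the 8 genes had an adjusted p under 0.05, between 0.00177 and 0.0284, which argues against that trend as their whole source. With each library left out in turn, SENP3-EIF4A1, ZNF672 and FTH1P5 were called in 6 of 6 fits. S100A9 was called in 5 of 6 fits, LYPD3, GALNT2 and EHD1 in 2 of 6, and CA9 in 1 of 6. Over all alternatives the adjusted p reached 0.232 for LYPD3 and EHD1, 0.224 for GALNT2 and CA9, 0.183 for FTH1P5, 0.178 for S100A9, 0.155 for SENP3-EIF4A1 and 0.0660 for ZNF672. The estimated depths of the groups overlapped.

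SENP3-EIF4A1 rose by 31.4 FPKM, from 2.37 ± 0.489 to 33.7 ± 11.5 FPKM (SD, n = 3 each). Its transcripts share sequence with SENP3 and EIF4A1, whose mean FPKM changed by -6.61 and -24.5. The summed FPKM of the 3 genes differed by 0.2504 between the groups, less than its SD of 6.83 in shNC and 9.57 in shARHGEF2 libraries. These values are consistent with reads that moved from the parent genes to the readthrough gene in the authors' quantification. A change in which of these transcripts the cells make would leave the same sum and stays open.

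FTH1P5 fell by 8.83 FPKM, and it shares sequence with FTH1 and other processed copies. The summed FPKM of the 15 FTH1 pseudogenes had an SD of 46.5 in shNC libraries and fell by 78.8. Reads assigned among these copies in another way and a fall of FTH1P5 itself cannot be told apart, because the sum varies by more than FTH1P5 changed.

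ZNF672 fell from 21.5 to 5.71 FPKM. Loss of the chromosome segment around it was tested with the other tested genes within 1 Mb. Their median log2 fold change was -0.063, and the lowest of the 4, MIR3124, was at -0.48. ZNF672 lies between SH3BP5L (mean 11.7 FPKM) and ZNF692 (mean 5.84 FPKM). Their log2 fold changes were 0.10 and 0.13, against -1.75 for ZNF672, which argues against a loss that includes these 2 genes. PGBD2 and MIR3124 were lower (-0.23 and -0.48), at means of 0.76 and 0.72 FPKM that are too low to decide. A loss or a silencing of ZNF672 alone stays open. The hairpin sequence is not in the paper's text. If it shares the sequence of the ARHGEF2 siRNA in Table S3, a match to its seed could lower other transcripts. The 3' untranslated regions of the 4 protein-coding transcripts of ZNF672 hold 0 matches of 7 bases and 1 match of 6 bases in up to 884 nt, and a single match of 6 bases can occur by chance in a sequence of that length. Silencing through the seed and an effect of ARHGEF2 on ZNF672 cannot be told apart, since the hairpin is not known.

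CA9 is a target of HIF, and it is weighed with other such genes under the other observations. For S100A9, LYPD3, GALNT2 and EHD1 no explanation beyond the GC content trend was tested.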

How the results depend on the processing

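The number of genes called depended most on the settings. Against 34 genes, the replicate block gave 0 (1976 at an unadjusted p under 0.05), no filter beyond a value above 0 gave 1, at least 1 FPKM in 3 or more libraries gave 54, quantile normalization gave 19, and limma without trend or robust variances gave 7. A 2-fold threshold beside the adjusted p gave 11 genes, which follows from its construction, and an unadjusted p under 0.05 gave 1678. With an unadjusted p under 0.05 and at least 2-fold by mean FPKM, which was chosen after seeing the data, the number was 153, and 696 with no filter beyond a value above 0. A pseudocount of 0.1 gave 39 genes, an unadjusted p with a 2-fold threshold gave 31, and removal of the GC content trend, also chosen after seeing the data, gave 47, of which 31 were among the 34. Across the 6 fits that each left out 1 library, the number went from 6 without shARHGEF2 replicate 3 to 102 without shNC replicate 3. The causes were not tested.

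ARHGEF2 fell under every alternative that was run, with a log2 fold change from -1.64 to -1.42. Its log2 fold change of -1.47 had an adjusted p of 0.0716 with the replicate block (the paired form of the comparison) and of 0.0701 with no filter beyond a value above 0, and over the other alternatives its adjusted p stayed under 0.05, the lowest being 0.00205. EDN1 fell under every alternative that tested it, from -0.87 with a pseudocount of 0.1 to -0.36, and its adjusted p never passed 0.05 (0.0976 to 0.408). EDN1 was not tested with at least 1 FPKM in 3 or more libraries. The genes of Fig. 7B had the drawn sign under every alternative: 14 of 14 with no filter beyond a value above 0, 6 of 6 with at least 1 FPKM in 3 or more libraries, and 7 of 7 elsewhere. The larger number follows from the genes that the filter removes. RHOA changed its sign with quantile normalization (log2 fold change 0.0087, adjusted p = 0.970, over all alternatives 0.773 to 0.970).

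In the angiogenesis sets, 3 of 9 passed, against 0 under fry (2 at an unadjusted p under 0.05) and 0 with an estimated inter-gene correlation (0 unadjusted), between 2 and 3 with 1 library left out, and 2 with no filter beyond a value above 0, where cytokine activity did not pass. The shift that camera gives sprouting angiogenesis, upwards although most of its genes were lower, turned downwards with no filter beyond a value above 0 (adjusted p = 0.939, from 0.559 to 0.999 over all alternatives). That of cell migration involved in sprouting angiogenesis turned downwards without shNC replicate 1 (adjusted p = 0.999), and its adjusted p with 1 library left out lay between 0.367 and 0.999. In the other gene lists, 1 passed, against 3 with the replicate block and with the GC content trend removed, 2 with quantile normalization, 0 under fry and 0 with an estimated inter-gene correlation (0 unadjusted in both). With 1 library left out between 1 and 3 lists passed, with 3 without shNC replicate 2 and without shARHGEF2 replicate 1. For the terms of Fig. 7B, 1 of 5 passed, against 0 with the replicate block (0 unadjusted), 0 with no filter beyond a value above 0 (0 unadjusted), 0 in limma without trend or robust variances (1 unadjusted) and 0 among genes at an unadjusted p under 0.05 and at least 2-fold (2 unadjusted). With 1 library left out between 0 and 2 terms passed, with 2 without shNC replicate 3. The authors' 272 genes gave 5 terms and those of them tested here gave 2, a comparison chosen after seeing the data. The causes were not tested.

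Of 222 other comparisons of single genes, sets and counts with an alternative, 159 were unchanged, 35 became weaker, 4 became stronger, 22 counts moved and 2 reversed. Of 168 that left out 1 library, 126 were unchanged, 24 became weaker, 3 became stronger, 14 counts moved and 1 reversed. The alternatives for read counts (other normalizations and filters for counts, and a test for counts in place of limma) were not run, since the values are FPKM. Whether depth limits the test of EDN1 and the other genes of Fig. 7B below 1 FPKM was not tested. In simulated data over all genes tested, a change of 0.5 on the log2 scale was not called in any of 200 genes. That was 1 draw with noise independent between genes and with no other genes changed, so it sets no limit for EDN1. In the libraries themselves CA9 was called at a log2 fold change of -0.60.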

Differences from the paper's values

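The paper reports 272 differentially expressed genes, and 34 were called here at an adjusted p under 0.05. For the genes higher in shARHGEF2 cells the paper's number is 156 and the number here is 24. For the genes lower in shARHGEF2 cells the paper's number is 116 and the number here is 10. None of the alternatives chosen before the data were examined came within 1.5 times any of the 3 numbers. They gave from 0 to 1678 genes in all, the latter at an unadjusted p under 0.05. The authors' table marks exactly the genes with the authors' own p under 0.05 and at least a 2-fold ratio of mean FPKM, 272 in number, of which 83 have an adjusted p under 0.05 in the authors' columns. With limma's unadjusted p under 0.05 and the same ratio of mean FPKM, a setting chosen after seeing the values, 153 genes were called (91 higher and 62 lower), and 696 (380 higher and 316 lower) with no filter beyond a value above 0.

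The paper states that EDN1 mRNA was significantly lower after knockdown of ARHGEF2. Here EDN1 had a log2 fold change of -0.42 and an adjusted p of 0.155 over all genes tested, while its unadjusted p in limma was 0.00410 and its p adjusted over the list alone was 0.00479. In the authors' table its ratio of mean FPKM is 0.497, its p is 0.0117 and its adjusted p is 0.2645. Near 1 FPKM the pseudocount of 1 pulls the fold change given here towards 0. The paper also reports lower EDN1 after the knockdown from qRT-PCR and Western blot, which these libraries do not test.

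Of the 14 genes drawn in Fig. 7B, 2 were called here, IL11 and HILPDA. With at least 1 FPKM in 3 or more libraries 4 were called, F3 among them, and also 4 with the GC content trend removed, a setting chosen after seeing the values. Without shNC replicate 3 the number was 5, CXCL8 among them. No setting called more than 5 of the 14 over all genes.

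Of the 5 terms of Fig. 7B, extracellular region was over-represented among the genes called here. Cytokine activity was called too without shNC replicate 3. With the authors' 272 genes, a setting chosen after seeing the values, 5 of 5 terms passed. The figure was plotted from the paper's own enrichment analysis, so this is not independent evidence.

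The supplementary legend reports enrichment of sprouting angiogenesis and of cell migration involved in sprouting angiogenesis. Neither set was shifted here, with adjusted p = 0.650 for both in limma's camera, and neither passed under any alternative.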

Other observations

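The list of HIF targets, the tests of the hepatocyte genes, the GC content tests of the gene lists and the counts of splits for the gene sets and lists were chosen only after the results they concern were seen.

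The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall below 0.1 and chance cannot be excluded this way. The real split gave 34 genes, and 1 of the 10 splits, the real one, gave as many. After removal of the GC content trend 47 genes were called, which argues against that trend as the whole source of the differences. For the 3 annotation sets with an adjusted p under 0.05, 1 of the 10 splits gave as many. For the 1 gene list, 6 of the 10 splits gave as many. For the over-represented term of Fig. 7B and for the 2 genes of Fig. 7B called over all genes, 1 of the 10 splits gave as many in each case. The study chose these terms and genes on the real split, so these counts for Fig. 7B are not independent evidence.

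The unfolded protein response list was higher in shARHGEF2 cells (20 of 24 tested genes, median log2 fold change 0.21, adjusted p = 1.43e-04 in camera). It did not pass under fry (adjusted p = 0.329) or with an estimated inter-gene correlation (adjusted p = 0.517). A GC content trend as its source is argued against by an adjusted p of 2.66e-04 after the trend was removed. A single deciding library is argued against by an adjusted p of at most 0.00203 with each library left out. Over all alternatives the adjusted p lay between 5.28e-06 and 0.517. Since 6 of the 10 splits gave at least 1 list, such a shift can also follow a grouping unrelated to the knockdown, and this stays open beside an effect of ARHGEF2, although the real split gave this list its smallest p. HSPA5, the gene of GRP78, had 122 ± 16.0 FPKM (SD, n = 3) in shNC and 232 ± 85.3 FPKM (SD, n = 3) in shARHGEF2 cells (log2 fold change 0.87, adjusted p = 0.222 in limma). Of 15 genes that the paper names for other experiments, 11 were tested. None had an adjusted p under 0.05, and HSPA5 alone had an unadjusted p under 0.05. The log2 fold changes of the other 10 lay between -0.04 and 0.19.

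The proliferation list had 20 of 25 genes higher in shARHGEF2 cells (adjusted p = 0.0730 in camera), and it passed with the replicate block (adjusted p = 0.0302), with the GC content trend removed (0.0234), without shNC replicate 2 (0.0387) and without shARHGEF2 replicate 1 (0.00936). Over all alternatives its adjusted p went up to 0.625. MKI67 had a log2 fold change of 0.08 (adjusted p = 0.858 in limma). The paper reports slower proliferation of shARHGEF2 cells from other assays.

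CA9, HILPDA and EDN1, all lower in shARHGEF2 cells, are targets of HIF. A candidate explanation is lower expression of HIF targets in general. In a list of 26 other HIF targets, written after these falls were seen and without these genes, 20 were lower (median log2 fold change -0.16, adjusted p = 9.55e-04 in limma's camera over 2 sets). The adjusted p was 0.00138 after removal of the GC content trend, which argues against that trend. The list did not pass under fry (adjusted p = 0.107) or with an estimated inter-gene correlation (adjusted p = 0.175), and over all alternatives its adjusted p lay between 1.82e-04 and 0.175. For the list, 1 of the 10 splits, the real one, gave an unadjusted p as small. The second set, the broader term response to hypoxia without these genes, was not shifted (114 genes, 54 higher and 60 lower, adjusted p = 0.818 in limma's camera). VEGFA, another HIF target, had 8.75 ± 1.08 FPKM (SD, n = 3) in shNC and 8.71 ± 0.581 FPKM (SD, n = 3) in shARHGEF2 cells. Whether oxygen or cell density differed between the cultures is not known from the labels, and this stays open beside an effect of ARHGEF2.

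The hairpin itself was examined as a source of the changes. Of 20 interferon-stimulated genes, 8 were higher and 12 were lower in shARHGEF2 cells (adjusted p = 0.670 in limma's camera), and this turned to 12 and 8 without shNC replicate 2 and to 10 and 10 without shNC replicate 1 or shARHGEF2 replicate 1. With no shift and genes that go both ways, the list leaves an interferon response open, and shNC cells carry a hairpin too, so a response shared by both groups would not show. For the seed of the ARHGEF2 siRNA in Table S3, if the hairpin shares its sequence, a 7-base site lay in the 3' untranslated region of 12.5% of 513 genes lower at an unadjusted p under 0.05 and of 12.1% of the 9713 other genes (one-sided Fisher's exact test, p = 0.428). However, 4 of 50 control sites with the same bases gave a p as small, so 0.428 is low for sites of this composition, and the hairpin sequence is not in the paper's text. An effect through the seed therefore cannot be told apart from other causes of the lower genes.

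Hepatocyte genes were near 0 FPKM in shNC and shARHGEF2 libraries alike, with 1 of 18 genes at a mean of at least 1 FPKM. Shallow libraries are argued against by the estimated depth, since 1 FPKM on a transcript of 1000 nt stands for an estimated 19.7 read pairs in the shallowest library. The values are consistent with cells that do not express a hepatocyte programme, whether it was lost in culture or another cell line stands under the label. These were not separated by any test, and the paper states that its cell lines were authenticated by short tandem repeats. ARHGEF2 was lower in each shARHGEF2 library, so the groups differ in the gene that was targeted whichever cells they are.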
